# Pseudo-Temporal Analysis of Single-Cell RNA Sequencing Reveals *Trans*-Differentiation Potential of Greater Epithelial Ridge Cells Into Hair Cells During Postnatal Development of Cochlea in Rats

**DOI:** 10.3389/fnmol.2022.832813

**Published:** 2022-03-16

**Authors:** Jianyong Chen, Dekun Gao, Junmin Chen, Shule Hou, Baihui He, Yue Li, Shuna Li, Fan Zhang, Xiayu Sun, Yulian Jin, Lianhua Sun, Jun Yang

**Keywords:** sc-RNA sequencing, pseudo-temporal analysis, cochlear basal membrane, greater epithelial ridge cells, hair cells

## Abstract

The hair cells of the cochlea play a decisive role in the process of hearing damage and recovery, yet knowledge of their regeneration process is still limited. Greater epithelial ridge (GER) cells, a type of cell present during cochlear development that has the characteristics of a precursor sensory cell, disappear at the time of maturation of hearing development. Its development and evolution remain mysterious for many years. Here, we performed single-cell RNA sequencing to profile the gene expression landscapes of rats’ cochlear basal membrane from P1, P7, and P14 and identified eight major subtypes of GER cells. Furthermore, single-cell trajectory analysis for GER cells and hair cells indicated that among the different subtypes of GER, four subtypes had transient cell proliferation after birth and could transdifferentiate into inner and outer hair cells, and two of them mainly transdifferentiated into inner hair cells. The other two subtypes eventually transdifferentiate into outer hair cells. Our study lays the groundwork for elucidating the mechanisms of the key regulatory genes and signaling pathways in the *trans*-differentiation of GER cell subtypes into hair cells and provides potential clues to understand hair cell regeneration.

## Introduction

In the mammalian auditory system, irreversible damage to cochlear hair cells can be caused by noise stimulation, aging, ototoxic drugs, infections, hereditary susceptibility, and autoimmune diseases, resulting in permanent sensorineural deafness (Wagner and Shin, 2019). Studies have shown that in lower vertebrates, hair cells can regenerate after damage (Cruz et al., 1987), but hair cell regeneration has not been achieved in the mature mammalian cochlea (Brigande and Heller, 2009). The damage and loss of cochlear hair cells are still an important cause of mammalian auditory injury.

The Corti’s organ is composed of a certain number of sensory hair cells and supporting cells arranged in a highly ordered manner into a precise chimeric structure (Lim, 1986). The hair cells are located on the basal membrane of the Corti’s organ and are closely connected to the non-sensory epithelial cells, which are the main components of the auditory pathway. Hair cells are divided into inner and outer hair cells. Supporting cells are composed of several different types, including inner and outer pillar cells, Deiters cells, Hensen cells, Claudius cells, inner phalangeal cells, and inner border cells. The heads of the inner and outer pillar cells are articulated, and the bases are separated to form a triangular spiral tunnel. Inside the tunnel, there is a single row of inner hair cells on the inner phalangeal cells inside the inner pillar cells. Between the inner phalangeal cells and the inner hair cell is the inner border cell, and its inner side is the inner sulcus. The bottom cell of the inner sulcus has a single layer of cubic epithelium, which is the inner sulcus cell, which comes from the greater epithelial ridge (GER) (Lim and Anniko, 1985).

Histological studies revealed that progenitor cells of the rodent cochlear epithelium develop from the auditory vesicles at embryonic day (E) 11.5, and subsequently proliferate and expand into medial GER and lateral lesser epithelial ridge (LER). From about E15 to birth, GER and LER gradually differentiate into hair cells and supporting cells of the primitive Corti’s organ (Driver and Kelley, 2020). Zheng and Gao (2000) transfected a math1-expressing plasmid into the cochlea of newborn rats and found that myosin VIIa (a specific marker of hair cells) and peanut agglutinin-labeled hair cells were produced in the GER region. The origin of these ectopic hair cells is thought to be columnar epithelial cells located in GER.

Greater epithelial ridge normally exists in the late embryonic and early postnatal stages and is located around the inner hair cells, which is one of the signs of immature cochlear morphology (Hinojosa, 1977). After birth, the cell structure rearranges, the number of cells decreases, and the cells degenerate and disappear to become internal sulcus cells around 10–12 days, and eventually form the inner sulcus, at which point the auditory development of cochlea is mature (Kelley, 2007; Dayaratne et al., 2014). The emergence of ectopic hair cells is a surprising discovery since the precursor cells of hair cells were previously thought to originate from the sensory epithelium, but the columnar epithelial cells in GER are located outside of the sensory epithelium, so the researchers considered that GER cells were likely to be the precursor cell pool for hair cell regeneration in the cochlea (Zine et al., 2001). At the same time, a study using adenoviral vectors to transfect genes into the cochlea of mature guinea pigs showed that immature hair cells were generated in the area where GER was located and connected to auditory neurons, further demonstrating that GER was probably a precursor cell for cochlear hair cells (Kawamoto et al., 2003). In addition, organoid developmental regeneration studies showed that different types of non-sensory epithelial cells had the potential for organoid regeneration and development and that organoids derived from GER cells contained cells positive for hair cell markers, suggesting that GER cells had the characteristics of precursor sensory cells after mitosis (Kubota et al., 2021).

Single-cell transcriptome sequencing technology has shown that there are different cell subtypes within the GER region, and different cell subtypes have heterogeneity of gene expression and diversity of biological functions (Kolla et al., 2020; Chen et al., 2021). At present, which GER subtype may transform into inner hair cells and which GER subtype may transform into outer hair cells has not been reported in the literature. In this study, we investigated the differentiation trajectories of different subtypes of GER by single-cell trajectory analysis. The results showed that among the different subtypes of GER, four subtypes had transient cell proliferation after birth and could transdifferentiate into inner and outer hair cells, and two of them mainly transdifferentiated into inner hair cells. The other two subtypes eventually transdifferentiate into outer hair cells. In this study, we revealed the key regulatory genes and signaling pathways in the *trans*-differentiation of GER cell subtypes into hair cells, providing new ideas for the study of the influencing factors and mechanisms of hair cell differentiation and regeneration.

## Materials and Methods

### Tissue Preparation

Female and/or male Sprague–Dawley (SD) rats were selected for this study, which was purchased from Shanghai SIPPR-BK Laboratory Animal Co. In this study, The P1 means the first postnatal day, the P7 day refers to the seventh day after birth, and P14 is the fourteenth postnatal day. Forty SD rats were randomly selected for each period. The animal experiments were performed following the ethical requirements approved by the Animal Care and Use Committee of Shanghai Jiao Tong University School of Medicine. To obtain fresh cochlear basal membrane tissue, the approved guillotine method was used. Cochlear basal membrane tissue was isolated from the temporal bone using a microdissection technique in cold RNase-free Hank’s Balanced Salt Solution (HBSS), and the ear capsule was carefully transferred to a tray containing 0.01 M cold phosphate-buffered sodium saline (PBS, pH 7.35, GIBCO, Invitrogen Inc., Carlsbad, CA, United States). The spiral ganglia, spiral ligaments, and vascular striae were carefully separated from the cochlear basal membrane, and the isolated cochlear basal membrane was washed twice with PBS without potassium and magnesium.

### Preparation of Single-Cell Suspensions

Cochlear basal membrane tissues were removed *ex vivo* and placed in pre-chilled sterile PBS (calcium-free and magnesium-free) solution, then washed and cut into 0.5 mm^2^ pieces. The tissue was dissociated into single cells using a dissociation solution (0.35% collagenase IV5, 2 mg/ml papain, 120 units/ml DNase I) in a 37°C water bath, and digestion was terminated with PBS containing 10% fetal bovine serum. The acquired cell suspension was filtered through a 70–30 um filter and centrifuged for 5 min (4°C, 300 g). The cell precipitate was resuspended in 100 ul of PBS (0.04% BSA) and 1 ml of erythrocyte lysis buffer (MACS 130-094-183) was added and the remaining erythrocytes were lysed by incubation at room temperature for 10 min. After centrifugation again, the precipitate is suspended in 100 μl of Dead Cell Removal Microbeads (MACS 130-090-101) and the dead cells are removed using the Miltenyi^®^ Dead Cell Removal Kit (MACS 130-090-101). The cells were suspended in PBS (0.04% BSA) after repeated centrifugation and resuspension twice.

Cell viability was checked by trypan blue assay to ensure it was above 85%, single-cell suspensions were counted using a hematocrit plate and the concentration was adjusted to 700–1200 cells/μl.

### Chromium 10× Genomics Library and Sequencing

Single-cell suspensions were loaded into 10× Chromium according to kit instructions to capture 5000 single cells, followed by cDNA amplification and library construction according to standard procedures. Sequencing was performed using an Illumina NovaSeq 6000 sequencing system (paired-end multiplex run, 150 bp) by LC-Bio Technology Co. Ltd. (Hangzhou, China) with a minimum depth of 20,000 reads per cell.

### Bioinformatics Analysis of scRNA-Seq Data

Illumina bcl2fastq software was used to demultiplex and convert sequencing results to FASTQ data format. Sample demultiplexing, barcode processing and single-cell 3′ gene counting by using the Cell Ranger pipeline^1^ and sc-RNA-seq data were aligned to Rattus norvegicus reference genome (Source: Rattus norvegicus UCSC; version: rn6), Single-cells were processed using 10× Genomics Chromium Single Cell 3′ Solution was used to process the captured single cell (Baslan et al., 2012; Shapiro et al., 2013; Huang et al., 2018). The Cell Ranger output was loaded into Seurat (version 3.1.1) to be used for dimensional reduction, clustering, and analysis of scRNA-sequencing data. A total of 34,927 cells, in the end, passed quality control: all genes expressed in less than 1 cell were removed, the number of genes expressed per cell >500 as low and <5000 as high cut-off, UMI counts <500, and the percentage of mitochondria-DNA-derived genes expressed was <25%. 

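The 3 deposited matrices together held 34927 barcodes, each with at least 500 UMIs. Of these, 30641 (87.7%) had more than 500 and fewer than 5000 genes and less than 25% of their UMIs on mitochondrial genes. At P1, 627 barcodes had 500 genes or fewer, 384 had 5000 or more and 678 had a mitochondrial share of 25% or more. The same limits were missed by 1389, 86 and 969 barcodes at P7 and by 1027, 1 and 143 barcodes at P14. Supplementary Table 1 of the paper lists 30204 cells over its clusters. With a mitochondrial limit of 10% in place of 25%, the number of cells fell furthest, to 24631.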

The percent of mitochondrial-DNA-derived gene-expression <25%.

### Identification of the Major Cell Types and Their Subtypes

We used Seurat software to reduce the dimensionality of all 34,927 cells to visualize them and projected them into two dimensions using the t-SNE method (Satija et al., 2015), with the following steps briefly described: (1) Calculation of gene expression values using the LogNormalize method in Seurat software; (2) Dimensionality reduction of data was performed by using PCA (Principal component analysis) based on the first 2000 highest variable genes. Within all the PCs, the top 10 PCs were used to do clustering and t-SNE analysis; (3) To find clusters, the Seurat Find Clusters function is used to divide all cells into different cell populations with a resolution of 0.8, and clustering results were visualized by using t-distributed Stochastic Neighbor Embedding (tSNE); (4) Marker genes for each cluster were identified with the Wilcoxon rank-sum test with default parameters *via* the FindAllMarkers function in Seurat.

### Trajectory and Pseudotime Analysis

CellTrails and Monocle 2^2^ (Trapnell et al., 2014) software were used to perform trajectory and pseudotime analysis. We first identified genes that changed over time using a previous study (Yee, 2004) and then performed a likelihood ratio test analysis of differential genes using the differential gene test function to identify significant genes with FDR less than 0.05. Finally, the genes were clustered into groups using the pam function in the cluster R package, and cell sorting and trajectory construction were performed on these genes in an unsupervised manner.

### Trajectory Gene Dynamics and Differential Gene Expression

To identify genes whose expression is significantly altered during cochlear development, we took advantage of the fit Dynamic function in CellTrails. We extracted the developmental trajectory of each cluster from the branching trajectory map and calculated the association of gene expression using the R mgcv package.^3^ The derived gene sets were then further characterized by the AnimalTFDB 3.0 database containing 1,636 transcription factors (Hu et al., 2019). Finally, dynamic differences in expression between genes were determined using the contrastTrailExpr function. The root means square deviation (RMSD) was used to estimate the difference between trail expressions.

### Cell State Identification

The CellTrails package^4^ uses spectral embedding and hierarchical clustering methods to identify the state of cell clusters (Ellwanger et al., 2018) and to infer the topology of developmental trajectories. The approach first identifies the most obvious variable genes using the method of M3Drop^5^ and then identifies scRNA-Seq datasets using the Michaelis–Menten model (Andrews and Hemberg, 2019). M3Drop identifies differentially expressed genes at 5% FDR and clusters were visualized in a force-based layout, based on log ratios of high-weight paths between clusters. According to the principle of FDR less than 1%, the Wilcoxon rank-sum test was used to identify differentially expressed genes or marker genes among cell clusters.

### Pathway Enrichment Analysis

Gene Ontology (GO) enrichment analysis was performed using the GO package (Brionne et al., 2019) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis was performed using Ingenuity Pathway Analysis (IPA) (Krämer et al., 2014) to examine enrichment in clusters processes. Both analyses allow us to determine which GO terms and/or metabolic pathways are significantly enriched during development. Adjusted *p*-values < 0.05 were considered statistically significantly different.

### Cell-Cell Communication Analysis

To investigate the potential interactions between different cell subpopulations in GER cells, inner and outer hair cells, CellPhoneDB was used for communication analysis (Dou et al., 2021). First, pairwise comparisons were performed between the cell clusters included in the analysis. The cluster labels of all cells were first randomized 1000 times to determine the average receptor and ligand expression levels for each interacting cell cluster. A null distribution for each receptor-ligand pair was generated. The probability of cell-type specificity of the corresponding receptor-ligand complex was obtained by calculating the proportion of the mean higher than the actual mean to derive a *P*-value. Finally, biologically relevant interactions are derived.

### Fluorescence *in situ* Hybridization to Verify Gene Expression Changes

The localization of gene expression and dynamic changes at postnatal day 1 (P1), day 7 (P7), and day 14 (P1) were verified by Paraffin-DIG (digoxigenin)-TSA (Tyramine Signal Amplification)-ISH protocol. Cochlear basal membranes of P1, P7, and P14 SD rats of both sexes were collected and fixed in 4% paraformaldehyde overnight. The Cochleae tissues were then dehydrated with graded alcohol, paraffinized, embedded, and sectioned at a 10-μm thickness on a cryostat. The hybridization protocol was performed according to the manufacturer’s recommendations. After RNA ISH, sections were washed with 2 × SSC for 10 min at 37°C, twice with 1 × SSC for 5 min, and then with 0.5 × SSC for 10 min at room temperature. If more non-specific hybrids appear, formamide can be added for washing. Blocking solution (rabbit serum) was added to the section and incubated at room temperature for 30 min, and then remove the blocking solution and add anti-digoxigenin-labeled peroxidase. The sections were incubated at 37 °C for 40 min and then washed with PBS four times for 5 min each. Nuclei were counterstained with DAPI for 15 s at room temperature. After that, a Nikon Eclipse CI upright fluorescence microscope was used to obtain all fluorescent images.

### Statistical Analysis

All statistical analyses of the cochlear cells data described in this paper were performed using Prism version 7.0 (GraphPad Software) and calculated according to the relative abundances. Experimental data are presented as the mean ± SEM. Comparisons were made by one-way analyses of variance or students’ unpaired two-tailed *t*-tests and unpaired Wilcoxon rank-sum test among three different stages. *P* values were calculated using a two-tailed Student’s *t*-test, and *P* values < 0.05 were considered statistically significant differences.

## Results

### scRNA-Seq Identifies Eight Greater Epithelial Ridge Cell Clusters According to the Cells Number Dynamic Change and Gene Expression for Significant Marker Genes During Postnatal Auditory Development in Rats

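Cells of the dissociated cochlear basal membrane were pooled from 40 rats at each stage and captured with 10x Genomics Chromium chemistry, giving 1 library each for P1, P7 and P14. The authors aligned the reads to the rat genome (rn6) with Cell Ranger and deposited for each library a matrix of UMI counts for 32623 genes, without normalization. The P1 matrix held 14068 barcodes with 114285848 UMIs, the P7 matrix 14501 barcodes with 101264868 UMIs and the P14 matrix 6358 barcodes with 12616390 UMIs. The paper gives its depth in reads per cell, which the matrices do not hold, so depth is given here in UMIs. The filter of the methods kept 12779 cells of P1, 12581 of P7 and 5281 of P14. Median UMIs per kept cell were 6565 at P1, 6878 at P7 and 1614 at P14, a ratio of 4.26 between P7 and P14, and median genes per cell were 2164, 2377 and 864. After log-normalization, 10 principal components of 2000 variable genes entered a shared nearest-neighbor graph, and cells were clustered by the Louvain method at resolution 0.8 with the 3 libraries merged without integration. The methods name no integration, while the legend of Figure 4 names canonical correlation analysis (CCA), so CCA was run as an alternative. No doublets were removed, since the methods name no doublet caller. Scrublet marked 4.87% of the P1 cells and 6.16% of the P7 cells, while at P14 it marked 0.0379% and so did not work there. No annotation of single cells was used here, and each cluster was paired with a cluster number of the paper from the cell numbers per stage in Supplementary Table 1 together with the genes the paper names for that cluster. This rule was chosen after the values were seen, because pairing by cell numbers alone placed only 5 of the 11 clusters with named genes where those genes were highest. It paired 26 of the 27 clusters of the paper. Clusters 2 and 9 fell into 1 cluster, as did clusters 11 and 20, cluster 25 had no partner, and 5 clusters had no counterpart in the paper. Cluster numbers are those of the paper throughout. Gene levels are UMI counts summed over the cells of a cluster and scaled by all UMIs of those cells, in CPM. With 1 library per stage there were no replicates, no test between stages was made, and stage and library cannot be told apart. The ranges in parentheses are exact 95% intervals, Poisson for counts and Clopper-Pearson for shares of cells, and cover counting error only.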

Single-cell RNA sequencing technology was used to perform transcriptome analysis of rat cochlear basal membrane at three critical periods (P1, P7, and P14), and cells with the same gene expression pattern were clustered together according to the cellular gene expression pattern (Figure 1A). After sequencing analysis, we constructed cell profiles and identified 27 cell clusters in the three periods (Figure 1B). 

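Clustering the 30641 filtered cells gave 29 clusters, and the number ranged from 20 at resolution 0.4 to 36 at resolution 1.2. Paired clusters differed in cell number from Supplementary Table 1 by a median of 7.46%. The difference was largest in clusters 16 (44.2%), 18 (43.05%), 3 (42.9%), 2 and 9 (33.0%) and 0 (27.6%). In cluster 15, Scrublet marked 86.0% of 705 cells as doublets, so its levels may be mixtures of cell types. By lists of marker genes, cluster 17 was pericyte-like (summed markers 6367 CPM) and cluster 24 was B cell-like (2025 CPM).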

We can see that the number of cells in some clusters decreased significantly or even disappeared at day P14, some clusters were present in increased numbers at day P7 and then decreased significantly and disappeared further by day P14, and some clusters showed no significant changes. 

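Several clusters came almost wholly from 1 library. The P14 library gave 99.2% of the cells of cluster 5, 99.7% of cluster 13, 98.8% of cluster 21, 99.7% of cluster 23 and 99.0% of cluster 24. The P7 library gave 96.8% of cluster 7, and the P1 library gave 93.0% of cluster 3 and 97.6% of cluster 18. A cluster drawn mostly from 1 library may reflect that library as well as a cell type. Cluster 17 held 2.57% of the P1 cells, 2.29% of the P7 cells and 1.19% of the P14 cells.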

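Genes found in at least 25% of the cells of a cluster were ranked by the log2 ratio of their CPM in the cluster to that in all other cells, with 10 CPM added to each. The 3 leading genes were Isyna1, Crym and Col9a3 in cluster 0, Tac1, Col8a1 and Col6a1 in cluster 3, Aldh1a2, Calb2 and Kcnk2 in cluster 4, and Cav1, Sp5 and Olfm1 in cluster 6. They were Dlx5, Sfrp4 and Igf2 in clusters 2 and 9, Aard, Col15a1 and Lepr in cluster 7, and Gcg, Car3 and Cnmd in cluster 12. Clusters 11 and 20 led with Plvap, Cldn5 and Adgrf5, cluster 26 with Slco1a4, Abcb4 and Sox17, cluster 18 with Stmn2, Snhg11 and Stmn3, and cluster 19 with Epcam, Epyc and Mia. Cluster 5 led with Coch, LOC100911545 and Dmp1 and cluster 13 with Ptgds, Slc7a11 and Slc16a11. These genes helped to form the clusters and are not an independent result.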

The gene expression heat map shows the top three expressed genes for each different cell cluster (Figure 1C and Supplementary Table 1).

**FIGURE 1:**
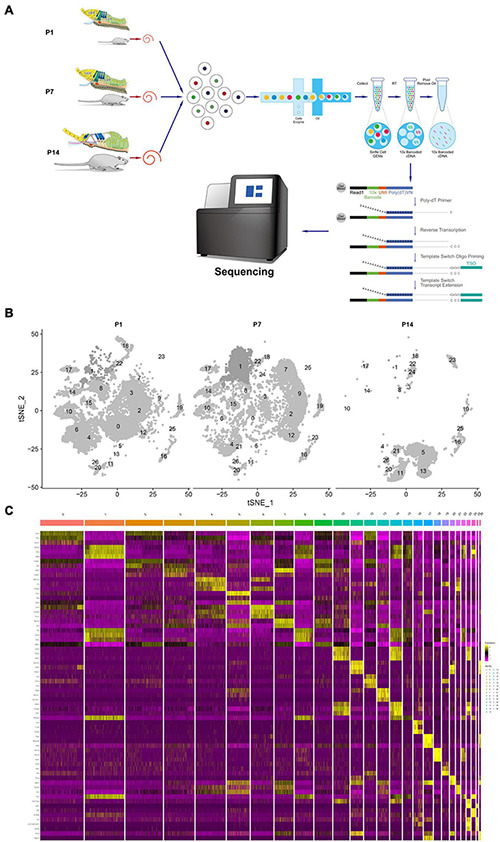
Global expression profiling of cochlear duct cells by scRNA-Seq and cell clusters identification from P1, P7, and P14. **(A)** Cross-section diagrams of the cochlear canals, and the scheme of cochlear duct preparation, single-cell isolation, and Chromium 10× Genomics library and scRNA-seq at P1, P7, and P14. **(B)** t-SNE plots of cochlear cell clusters at P1 (left), P7 (middle), and P14 (right) based on the origins (number) are shown. **(C)** Heat map for cochlear duct cell clusters. The top three differentials expressed (DE) genes for the 27 identified clusters are shown. Cellular identity for each cluster is indicated by a color bar at the top of the heat map. The color ranges from blue to bright yellow indicates low to high gene expression levels, respectively.

Greater epithelial ridge cells, also referred to as Kölliker’s organ (KO) (Dou et al., 2021) are temporary structures during the development of cochlear hearing, during which there is programmed apoptosis and autophagy, and they eventually degenerate and disappear after the cochlear hearing has matured (Hou et al., 2019, 2020). 

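Clusters 0, 3, 4 and 6 together held 7999 of the 12779 P1 cells, 62.6% (61.7 to 63.4). At P7 they held 2101 of 12581 cells, 16.7% (16.1 to 17.4), and at P14 3 of 5281 cells, 0.0568% (0.0117 to 0.166). Between P1 and P7 the share fell from 25.4% to 6.43% in cluster 0, from 17.8% to 1.36% in cluster 3 and from 11.5% to 1.26% in cluster 6. Cluster 4 held 7.93% (7.47 to 8.42) of the P1 cells and 7.65% (7.19 to 8.12) of the P7 cells, a difference within counting error, and 2 P14 cells. The log2 ratio of the P7 to the P1 share of the 4 clusters together was -1.91, and -1.86 when the 65 genes the paper names were left out of the variable genes. It moved most, to -0.70, when P1 and P7 cells were thinned to the depth of P14 before clustering, a setting chosen after the values were seen.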

From the dynamic change analysis of cell numbers, four-cell clusters, 0, 3, 4, and 6, showed a gradual decrease in cell numbers from P1 to P14 and disappeared on P14, and we tentatively considered four cell clusters 0, 3, 4, and 6 as different subtypes of GER cells (Chen et al., 2021), which is consistent with Kolla’s study (Kolla et al., 2020). In addition, we also found that clusters 2, 7, 9, and 12 showed an increase in the number of cells from P1 to P7, while degenerated and disappeared at P14 days (Figure 2 and Supplementary Table 1).

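Clusters 2 and 9, which fell into 1 cluster, rose from 153 P1 cells (1.197%) to 2566 P7 cells (20.4%). Supplementary Table 1 gives them 1263 P1 cells (9.85%) and 2794 P7 cells (22.7%), a smaller rise. Clusters 0 and 3 here held more P1 cells than there, 3240 against 2707 and 2278 against 1691. The size of the rise thus depends on the cluster that P1 cells fell into. Cluster 7 rose from 46 cells (0.360%) to 1414 (11.2%) and cluster 12 from 155 cells (1.21%) to 817 (6.49%). Together these clusters held 354 P1 cells, 2.77% (2.49 to 3.07), 4797 P7 cells, 38.1% (37.3 to 39.0), and 1 P14 cell, 0.0189% (0.000479 to 0.105). The log2 ratio of the P7 to the P1 share was 3.78. It moved most, to 8.95, with 20 principal components, came to 0.34 after integration of the 3 libraries by canonical correlation analysis (CCA), and was 3.32 with the named genes left out of the variable genes. CCA also changed the call at P14: clusters made mostly of cells of these 8 clusters then held 18.0% of the P14 cells, against 0.0757% (0.0206 to 0.194) in the merged libraries.

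**Figure D1:**
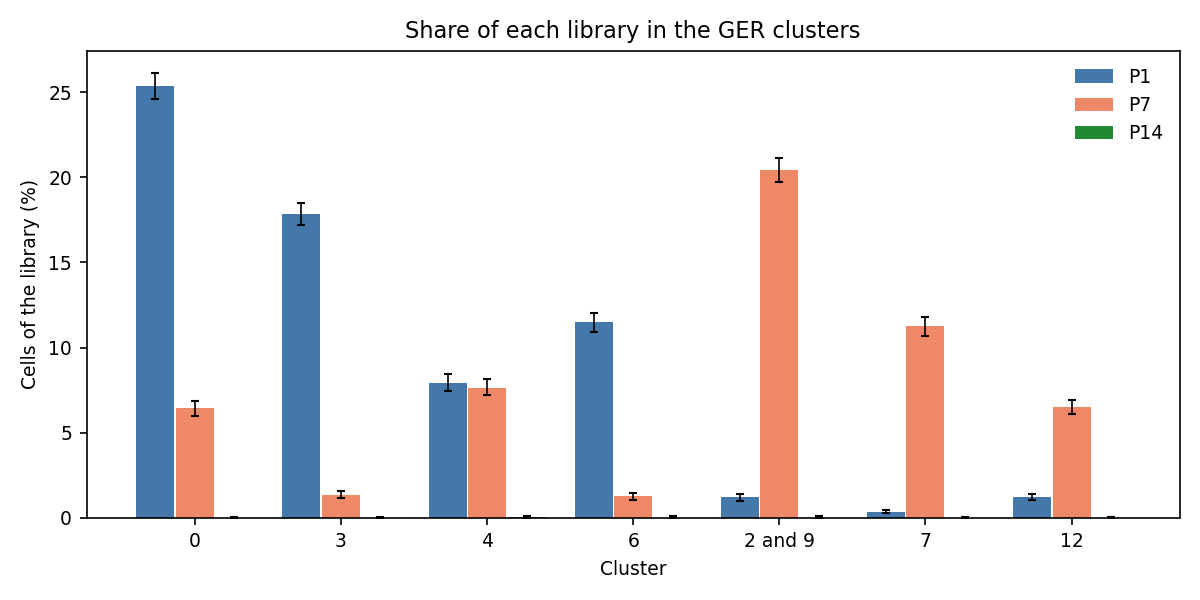
Share of the filtered cells of each library (%, vertical axis) in each cluster (horizontal axis), with 1 bar per stage and exact 95% binomial intervals as error bars. Clusters 0, 3 and 6 are largest at P1 and clusters 2 and 9, 7 and 12 at P7, while the bars of cluster 4 at P1 and P7 are 7.93% and 7.65%.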

**FIGURE 2:**
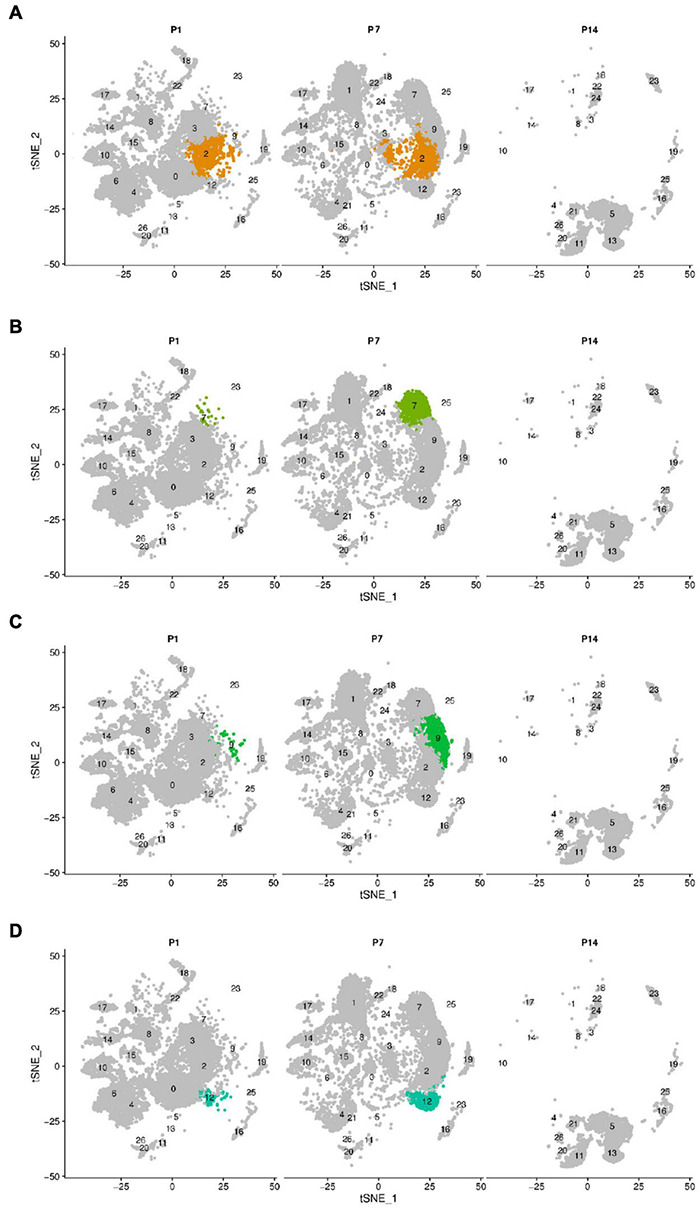
The change of cell number of the above different cell clusters in three different periods of P1, P7, and P14. Cells were clustered using a graph-based shared nearest-neighbor clustering approach plotted by a tSNE plot. **(A)** tSNE plot of Cluster 2. **(B)** tSNE plot of Cluster 7. **(C)** tSNE plot of Cluster 9. **(D)** tSNE plot of Cluster 12. Clusters 2, 7, 9, and 12 showed an increase in the number of cells from P1 to P7, while degenerated and disappeared at P14 days.

We further selected the characteristic genes Otor, Dbi, Emcn, Ccn3, Col9a1, Gpc3, Col2a1, Igfbp4, Serpinf1, and Mme in these eight cell clusters, and analyzed the expression patterns of these genes (Figure 3). It can be seen from the gene expression pattern map that the Otor gene was highly expressed on clusters 0, 2, 4, 6, and 12, with a higher expression on clusters 0, 4, and 12. 

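Otor (ENSRNOG00000028721) was at 20069 CPM (19976 to 20162) in cluster 12 and at 15473 CPM (15426 to 15521) in cluster 0, the highest of the 29 clusters. It was at 9107 CPM in cluster 4, 7925 CPM in cluster 6 and 6445 CPM in clusters 2 and 9, and lower in cluster 3 (2943 CPM) and cluster 7 (2723 CPM), against 6037 CPM over all cells. Of the 65 genes the paper names, 54 were among the variable genes on which the clusters were built, so differences between clusters in these genes are in part fixed by the clustering. In clusters 2 and 9 the log2 ratio of Otor to all other cells was 0.11, and with a mitochondrial limit of 10% it changed sign to -0.11.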

Dbi, Slc1a3, and Ccn3 genes were consistently expressed on clusters 0, 3, 4, and 6; Gpc3 was highly expressed on clusters 3, 7, and 9, and Col2a1 had similar expression characteristics on clusters 0, 2, 9, and 12. 

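Dbi (ENSRNOG00000046889) was at 581, 393, 341 and 315 CPM in clusters 0, 3, 4 and 6, and the highest level was 7532 CPM in cluster 8. Slc1a3 (ENSRNOG00000016163) was at 166 and 153 CPM in clusters 0 and 3 and at 801 and 808 CPM in clusters 4 and 6. Ccn3 (ENSRNOG00000008697) was at 7934 CPM in cluster 6, 2413 CPM in cluster 0, 2355 CPM in cluster 4 and 335 CPM in cluster 3. Gpc3 (ENSRNOG00000060179) was at 1985 CPM in cluster 7, 723 CPM in cluster 3 and 685 CPM in clusters 2 and 9, and between 19.0 and 118 CPM in clusters 0, 4, 6 and 12. Pairing clusters by cell numbers alone moved its log2 ratio to all other cells in clusters 2 and 9 from 1.26 to -3.57. Col2a1 (ENSRNOG00000058560) was at 1467 CPM in cluster 12, 1188 CPM in clusters 2 and 9 and 781 CPM in cluster 0, and between 124 and 491 CPM in clusters 3, 4, 6 and 7.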

The Igfbp40 gene was present in clusters 2, 9, and 12, while the Serpinf1 gene had similar expression characteristics in clusters 0, 2, 7, 9, and 12 (Figure 4).

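The matrices list Igfbp4 (ENSRNOG00000010635) and no Igfbp40. Igfbp4 was at 3503 CPM in clusters 2 and 9, 2442 CPM in cluster 7, 1726 CPM in cluster 3, 1661 CPM in cluster 0 and 1481 CPM in cluster 12, and lower in clusters 4 (594 CPM) and 6 (490.2 CPM). Serpinf1 (ENSRNOG00000003172) was at 2369.7 CPM in cluster 12, 999 CPM in cluster 0, 934 CPM in clusters 2 and 9 and 844 CPM in cluster 7, against 534, 323 and 191 CPM in clusters 3, 4 and 6. Emcn (ENSRNOG00000022910) was highest among these clusters in cluster 4 (1147 CPM), and Mme (ENSRNOG00000009514) in cluster 3 (361 CPM).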

**FIGURE 3:**
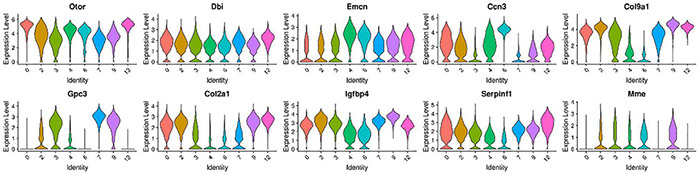
Violin plots showing select genes that are deferentially expressed in the GER cluster 0, 3, 4, and 6 with the number of cells decreased from P1 to P14, and GER cluster 2, 7, 9, and 12 with the number of cells increased from P1 to P7 and degenerated and disappeared at P14 days. The Y-axis, log-normalized transcript counts. These eight clusters had similar expression characteristics.

**FIGURE 4:**
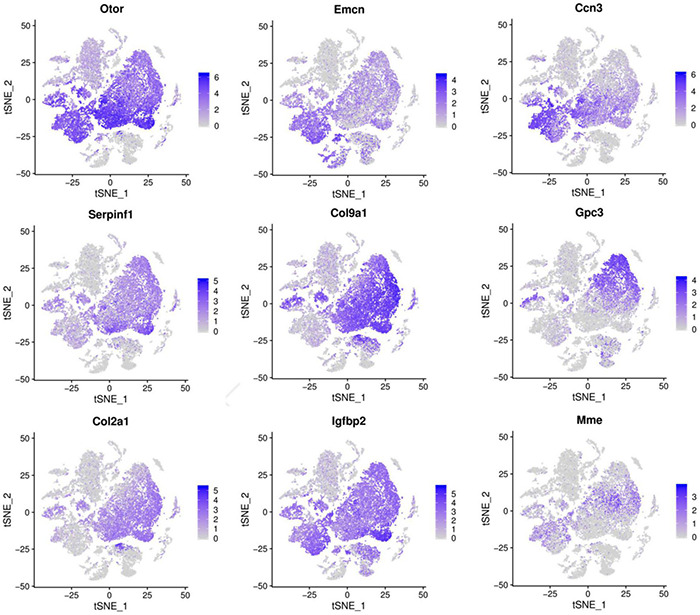
Cells landscape of cochlea duct revealed by scRNA-seq analysis, which was performed on single-cell suspensions pooled from P1, P7, and P14. All samples were analyzed using canonical correlation analysis with the Seurat R package. Cells were clustered using a graph-based shared nearest-neighbor clustering approach plotted by tSNE plot. Feature Plots showing transcript accumulation for specific cell marker genes in individual cells of clusters 0, 2, 3, 4, 6, 7, 9, 12. Color intensity indicates the relative transcript level for the indicated gene in each cell.

Based on the expression levels of genes in different clusters and the spatial regional distribution of gene expression on the t-SEN map, we found that clusters 0, 2, 3, 4, 6, 7, 9, and 12 have similar expression characteristics, among which clusters 4 and 6, clusters 0, 3, and 12, and clusters 2, 7, and 9 were more similar in spatial distribution and gene expression patterns. Through the dynamic changes, gene expression patterns, and spatial distribution of the above cell clusters, we believe that clusters 2, 7, 9, and 12 may be other subclusters of GER cells, and these subsets may have the ability to differentiate or transdifferentiate into other cells based on their proliferative properties from P1 to P 7 (Figure 2).

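Proliferation was read from 10 genes (Mki67, Top2a, Cdk1, Ccnb1, Ccna2, Birc5, Cenpf, Ube2c, Nusap1 and Aurkb) in cells thinned to 1000 UMIs, counting cells with 2 or more UMIs of these genes. Among P7 cells, 7 of 4792 in clusters 2, 7, 9 and 12 reached this number, 0.146% (0.0588 to 0.301), with 5 cells left out for lower depth. In clusters 0, 3, 4 and 6 at P7 it was 2 of 2084 cells, 0.0960% (0.0116 to 0.346), a difference not detectable at this depth. Without thinning the shares were 4.38% and 6.76%. Cells with these genes were drawn into clusters 10 and 14 by the clustering, so low shares in the other clusters are in part fixed by it. The 10 genes summed to 40.0 CPM in clusters 2, 7, 9 and 12 at P7, to 26.4 CPM in these clusters at P1, to 4469 CPM in cluster 10, where proliferation genes lead, and to 5038 CPM in cluster 24. From the rise in cell numbers between P1 and P7 and the expression patterns, the paper proposes that these clusters are further GER subsets able to differentiate or transdifferentiate.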

### scRNA-Seq Identifies Three Inner Hair Cell Subtypes

As seen from the t-SEN plot, cluster 11 was closely linked to clusters 20 and 26 in terms of spatial structure and was significantly increased at P14 as with clusters 5, 13, and 21 (Figure 5A). 

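Clusters 11, 20 and 26 held 1085 of the 5281 P14 cells, 20.5% (19.5 to 21.7), against 1.30% (1.11 to 1.51) of the P1 cells and 1.49% (1.29 to 1.72) of the P7 cells. At P14, cluster 5 held 1728 cells (32.7%), cluster 13 held 860 cells (16.3%) and cluster 21 held 331 cells (6.27%), and at most 10 cells of an earlier stage fell in any of them. Among the 30 nearest neighbors of cells of cluster 26, 47.0% lay in clusters 11 and 20, where random placement gives 7.56%. The share of clusters 11, 20 and 26 at P14 moved most, to 26.0%, when clusters were paired by the named genes alone.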

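Cluster profiles were compared by Spearman's rho of CPM across the 7750 genes with at least 10 CPM over all cells, genes not being independent replicates. Across genes, rho between cluster 26 and clusters 11 and 20 was 0.901, where clusters 11 and 20 are 1 cluster, so it does not show how far they differ from each other. Clusters 11 and 20 stood at 0.725 from cluster 5, 0.722 from cluster 13 and 0.6725 from cluster 21, and at 0.800 from cluster 16 and 0.778 from pericyte-like cluster 17. Cluster 26 stood at 0.753, 0.7475 and 0.6795 from clusters 5, 13 and 21. Clusters 5 and 13 were at 0.908 from each other. At resolution 1.2, where clusters 11 and 20 came apart, rho was 0.8315 between them. There it was 0.909 between clusters 11 and 26 and 0.836 between clusters 20 and 26. Clusters 11 and 20 also differ there in the library of most of their cells, so these values compare libraries too.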

Analysis of gene expression in these cell clusters revealed that clusters 11, 20, and 26 had very similar gene expression consistency with significant differences from Cluster 5, Cluster 13, and Cluster 21 (Figure 5B). In addition, the spatial distribution of t-SEN shows a segmentation but close spatial location, suggesting a close functional association between these cell clusters.

**FIGURE 5:**
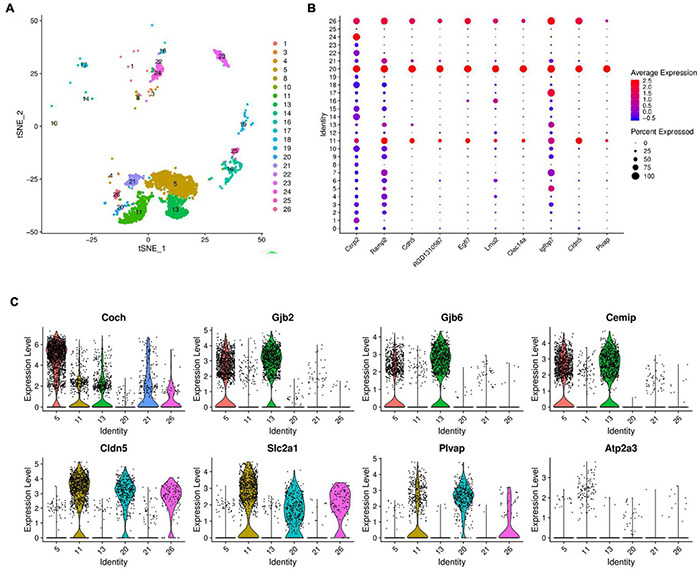
Gene expression in inner cell clusters. **(A)** The t-SEN plots of clusters 11, 20, and 26 were closely linked to clusters 5, 13, and 21 in terms of spatial structure. **(B)** Dot plots representing gene expression levels of different cell clusters. Each dot was sized to represent the proportion of cells of each type expressing the marker gene and colored to represent the mean expression of each marker gene across all cell clusters. **(C)** Violin plots showing select genes that are deferentially expressed in the clusters of 11, 20, 26, and clusters 5, 13, and 21. Y-axis, log-normalized transcript counts.

The violin plot further analyzed the expression of Coch, Gjb2, Gjb6, Cemip, Cldn5, Slc2a1, Atp2a3, Plvap genes in cluster 11 and compared the results with those of clusters 20, 26, 5, 13, and 21. The plot shows that clusters 11, 20, and 26 have similar gene expressions, while clusters 5, 13, and 21 have distinct gene expression characteristics of the supporting cells (Figure 5C).

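Coch (ENSRNOG00000005286) was at 17877 CPM (17727 to 18029) in cluster 5, 1448 CPM (1391 to 1508) in cluster 13 and 596 CPM (545 to 650) in cluster 21, against 383 CPM in clusters 11 and 20 and 356 CPM in cluster 26. Gjb2 (ENSRNOG00000008855) was at 2311 CPM in cluster 13 and 1150.3 CPM in cluster 5, and Gjb6 (ENSRNOG00000022116) at 1433 CPM and 449.7 CPM, while both were between 34.1 and 75.9 CPM in clusters 11, 20, 21 and 26. A cluster of 26 P14 cells without a counterpart in the paper, led by Otos, had Coch at 8571 CPM, Gjb2 at 1059 CPM and Gjb6 at 1119 CPM. In cluster 21 the log2 ratio of Coch to all other cells was 0.58 from summed counts and -1.52 from the mean CPM of each cell. There, the log2 ratios of Gjb2 (-1.63) and Gjb6 (-0.60) became 0.69 and 1.12 with the named genes left out of the variable genes, and 0.81 and 1.10 with a mitochondrial limit of 10%.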

Three support cell-specific genes, Coch, Gjb2, and Gjb6, are significantly high-expressed in clusters 5 and 13, and Gjb2 and Gjb6 genes encode gap junction proteins (Connexin, Cx) 26 and 30, which constitute the major isoforms of gap junction channel coupling between cochlear support cells (Rabionet et al., 2000; Meşe et al., 2007). Support cells are coupled to each other *via* Cx26 and/or Cx30 gap junction channels or hemichannels, forming a network of support cells that transmit ions, signals, and nutrient molecules and constitute the microenvironment of nearby or surrounding hair cells (Johnson et al., 2017; Mammano, 2019). Both impaired differentiation of supporting cells and impaired substance or signaling between supporting cells can cause impaired auditory development leading to congenital or acquired deafness, as has been demonstrated in transgenic mouse models of deafness (del Castillo et al., 2002). Cochlear hair cell regeneration studies have further confirmed that regenerating hair cells cannot obtain functional maturity without the provision of an appropriate and stable microenvironment by supporting cells, suggesting that these three clusters may play a major regulatory role in the development of cochlear hearing as non-sensory supporting cells (Roccio et al., 2020). In addition, the violin plot showed that Cldn5, Slc2a1, Plvap, Atp2a3 were more highly expressed on clusters 11, 20, and 26. 

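Cldn5 (ENSRNOG00000045811) was at 2688 CPM (2643 to 2735) in clusters 11 and 20 and 1748 CPM (1629.5 to 1872) in cluster 26, and the next level was 125 CPM in cluster 0. Slc2a1 (ENSRNOG00000007284) was at 833 CPM in clusters 11 and 20 and in cluster 26, and at 59.9 CPM or less elsewhere. Plvap (ENSRNOG00000017676) was at 1210.3 CPM (1179.6 to 1242) in clusters 11 and 20 and 547 CPM (482 to 619) in cluster 26, and at 175 CPM or less elsewhere. After thinning, which left out 367 cells, Cldn5 was found in 78.1% of the cells of clusters 11 and 20, with a median of 1402 UMIs per cell, and in 0 of the 295 cells of cluster 18, with a median of 20999 UMIs. Before thinning these shares were 86.1% and 2.37%.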

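Atp2a3 (ENSRNOG00000017912) was at 51.1 CPM (45.0 to 57.9) in clusters 11 and 20, from 249 UMIs, and at 42.9 CPM (26.2 to 66.3) in cluster 26, from 20 UMIs. In B cell-like cluster 24 it was at 105 CPM (88.3 to 125), the highest level of the 29 clusters. At resolution 1.2, where clusters 11 and 20 came apart, Atp2a3 was at 132 CPM (115 to 151) in cluster 11 and 9.90 CPM in cluster 20. Cabp2 (ENSRNOG00000018339) had 3 UMIs in clusters 11 and 20 (0.616 CPM) and 0 in cluster 26, and Shtn1 (ENSRNOG00000018350) was at 2.67 CPM and 2.15 CPM. Cabp2 was highest, at 384 CPM (319.7 to 457), in a cluster of 21 P1 cells without a counterpart in the paper. There Shtn1 was at 161 CPM (121 to 211) and Atp2a3 at 9.14 CPM, from 3 UMIs.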

Previous transcriptome studies on mice have shown that Atp2a3, Cabp2, and Shtn1 are specific marker genes for inner hair cells (Pirvola et al., 1995; Liu et al., 2014; Wiwatpanit et al., 2018), and our study found consistent high expression of the Atp2a3 gene specifically on clusters 11, 20, and 26 (Figure 5C), which was consistent with Kolla’s study according to the results of single-cell RNA Sequencing (Kolla et al., 2020). Therefore, we tentatively considered the above three clusters as different subtypes of inner hair cells.

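Clusters were named from lists of marker genes written beforehand for each cell type. The endothelial markers Cdh5, Kdr, Flt1, Tek, Esam, Cldn5 and Egfl7 summed to 5794 CPM in clusters 11 and 20, and Cldn5, Egfl7, Cdh5 and Flt1 were among their 10 leading genes, so they were endothelial-like. In cluster 26 they summed to 4504 CPM and pericyte markers to 3478 CPM, with genes of both lists among the 10 leading genes, and the cluster was left unnamed. The 12 hair cell markers summed to 98.5 CPM in clusters 11 and 20 and 94.5 CPM in cluster 26, against a median of 119.8 CPM over all clusters. Of the 98.5 CPM, Myo6 made up 87.6 CPM, and Otof, Pou4f3, Slc17a8, Myo7a, Tmc1 and Slc26a5 had 0 UMIs, which sets a limit of 0.616 CPM for each. In the cluster of 21 P1 cells the hair cell markers summed to 4962 CPM, and 11 of the 12 were found.

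**Figure D2:**
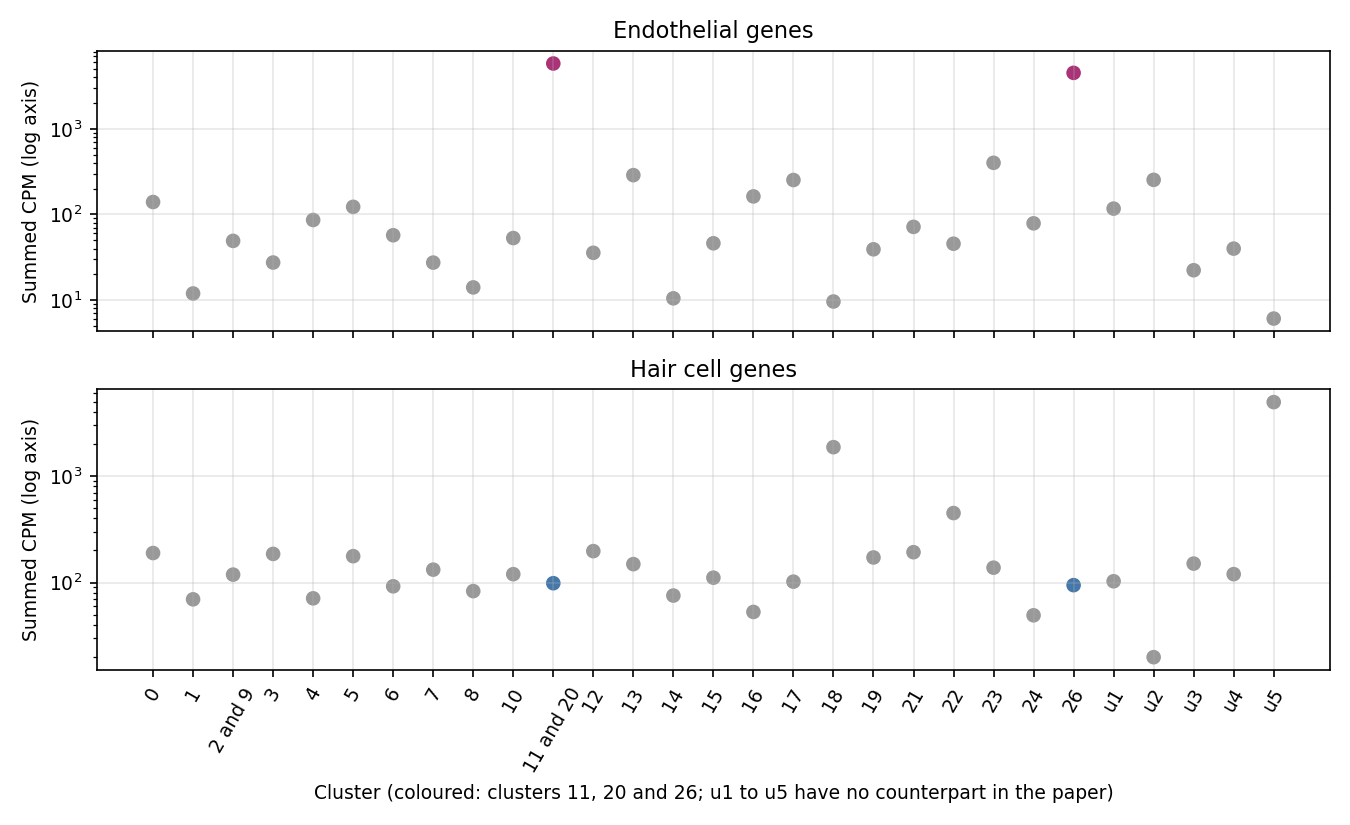
Summed CPM (log axis) of the endothelial markers (upper panel) and of the hair cell markers (lower panel), 1 point per cluster, with u1 to u5 for the clusters without a counterpart in the paper and u5 for the cluster of 21 P1 cells. Clusters 11 and 20 and cluster 26 (colored) lie highest for the endothelial markers at 5794 and 4504 CPM and near the median for the hair cell markers, where u5 is highest at 4962 CPM.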

### Inner Hair Cell Trajectory Development

The developmental trajectories of the three different subtypes of inner hair cells were analyzed, and the results showed the existence of three different cell developmental periods, developmental states, and a branch of development (Figures 6A,B). The cells started to develop from state 1 and transformed into state 2 and state 3 by the first branch.

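The cells of clusters 11, 20 and 26 were ordered by diffusion pseudotime, with the root at the P1 cell nearest the mean of the P1 cells, so the root sets the direction. Median pseudotime was 0.0736 in P1 cells, 0.211 in P7 cells and 0.670 in P14 cells. Within clusters 11 and 20 the medians were 0.0734, 0.187 and 0.675, so the order followed the library in these cells. Cluster 26 had a median of 0.639 at P14. States and branches of the Monocle 2 analysis were not analysed here.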

**FIGURE 6:**
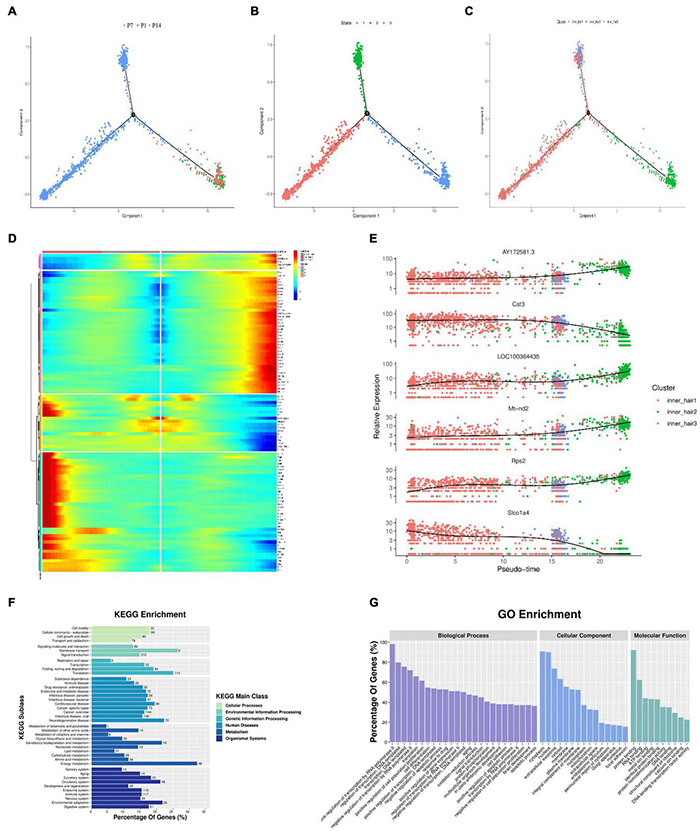
Pseudotime trajectory of the inner hair cell. **(A–C)** Monocle analyses show the development of inner hair cells at different cell developmental periods **(A)**, developmental states **(B)**, and branches of development **(C)**. **(D)** Heatmap of DEGs in different blocks along the pseudotime trajectory. The Red color represents an abundant expression of genes. **(E)** Dynamic gene expression with pseudotime trajectory. **(F)** GO enrichment analysis of genes in cells through fate 1 and fate 2. **(G)** Functional enrichment analyses with KEGG performed with the enriched genes in cells through fate 1 and fate 2.

The main cells in state 1 are cluster 20, with a small number of clusters 11 and 26.

By the time of the first branch, cluster 20 gradually degenerated, and clusters 11 and 26 gradually increased, with cluster 11 increasing more markedly, suggesting that cluster 11 is the main inner hair cell subtype in the maturing cochlear hearing (Figure 6C). 

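At resolution 1.2, cluster 20 held 141 P1 cells, 141 P7 cells and 22 P14 cells, and cluster 11 held 24, 40 and 958 cells. Cluster 26 held 1 P1 cell, 7 P7 cells and 105 P14 cells. The 2 clusters that made up 1 cluster at resolution 0.8 thus differed in the library of most of their cells.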

As seen from the genetic heat map of cell fate transitions, the genes that were highly expressed during the transition toward Fate1 were mainly Acta2, Tagln, Rgs5, Col4a1, Dcn, GSn. 

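Acta2, Rgs5 and Tagln were at 614, 1297 and 423 CPM in cluster 26 and at 4.93, 24.4 and 4.93 CPM in clusters 11 and 20. In pericyte-like cluster 17 they were at 652, 3107 and 505 CPM. Doublets stay open in cluster 26, since 92.9% of its cells came from P14, where Scrublet did not work.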

The genes that were highly expressed during the transition toward Fate2 were mainly LOC100364435, Rpsa, Rpl17, Rack1, Otir, Actg1 (Figure 6D).

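Across the 1439 cells of clusters 11, 20 and 26, which are not replicates, Spearman's rho with pseudotime from the P1 root was 0.565 for Cst3 and 0.550 for Slco1a4, while it was -0.575 for AY172581.3 (ENSRNOG00000043866), -0.611 for LOC100364435 (ENSRNOG00000042499), -0.539 for Mt-nd2 and -0.619 for Rps2. These values compare libraries as much as cells, so they were recomputed within each stage. Cst3 gave -0.0964 at P1, 0.0679 at P7 and 0.173 at P14, and Slco1a4 gave -0.121, -0.0632 and 0.317. AY172581.3 gave -0.0716, 0.238 and -0.0869, Mt-nd2 gave 0.0192, 0.2997 and -0.0487, and Rps2 gave 0.0310, -0.241 and -0.241. LOC100364435 gave -0.127, -0.217 and -0.263, the only one of these genes with 1 sign at all stages. With 20 principal components, the alternative that moved these values most apart from the root, rho was 0.395 for Cst3 and 0.383 for Slco1a4.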

Throughout the cell developmental trajectory, we found AY172581.3, Cst3, LOC100364435, Mt-nd2, Rps2, Slco1a4 were the major regulatory genes, with the expression of Cst3 and Slco1a4 downregulated and the expression of AY172581.3, LOC100364435, Mt-nd2, Rps2 upregulated (Figure 6E). GO function and KEGG signaling pathway analysis of the genes enriched in Fate1 and Fate 2 cell fate transitions showed that genes were mainly enriched in positive regulative of transcription by RNA polymerase-II of Biological process, the cytoplasm of cellular components, and Protein binding in molecular function of GO functional analysis (Figure 6F and Supplementary Table 2), and KEGG signaling pathway analysis showed genes mainly enriched in the Ribosome signaling pathway (Figure 6G and Supplementary Table 3).

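Gene ontology and KEGG terms were not analysed here, since no annotation of them was at hand, and families of genes were taken by symbol. In clusters 11 and 20, the median log2 ratio of 80 ribosomal protein genes between P14 cells and P1 and P7 cells was -0.93, at percentile 0.07 among 10000 random gene lists matched on mean CPM. In all other cells the same median was -0.54, at percentile 7.28.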

### scRNA-Seq Identifies Two Outer Hair Cell Subtypes

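Cib2 (ENSRNOG00000059834) was at 137 CPM (128 to 147) in cluster 18, from 840 UMIs, and at 134 CPM (123.1 to 145) in cluster 19, from 586 UMIs, a difference within counting error. The log2 ratio to all other cells was 1.93 and 1.86. After thinning to 1000 UMIs, a Cib2 UMI was found in 27 of 295 cells of cluster 18, 9.15% (6.12 to 13.0), and in 52 of 516 cells of cluster 19, 10.1% (7.62 to 13.0), with 35 cells of cluster 19 left out. Without thinning the shares were 85.4% and 37.2%, with median depths of 20999 and 6588 UMIs per cell. In endothelial-like clusters 11 and 20, with a median of 1402 UMIs, the thinned share was 0.104%. The highest level of the 29 clusters was 2486 CPM (2318 to 2662), in the cluster of 21 P1 cells, where 18 cells had a Cib2 UMI after thinning.

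**Figure D3:**
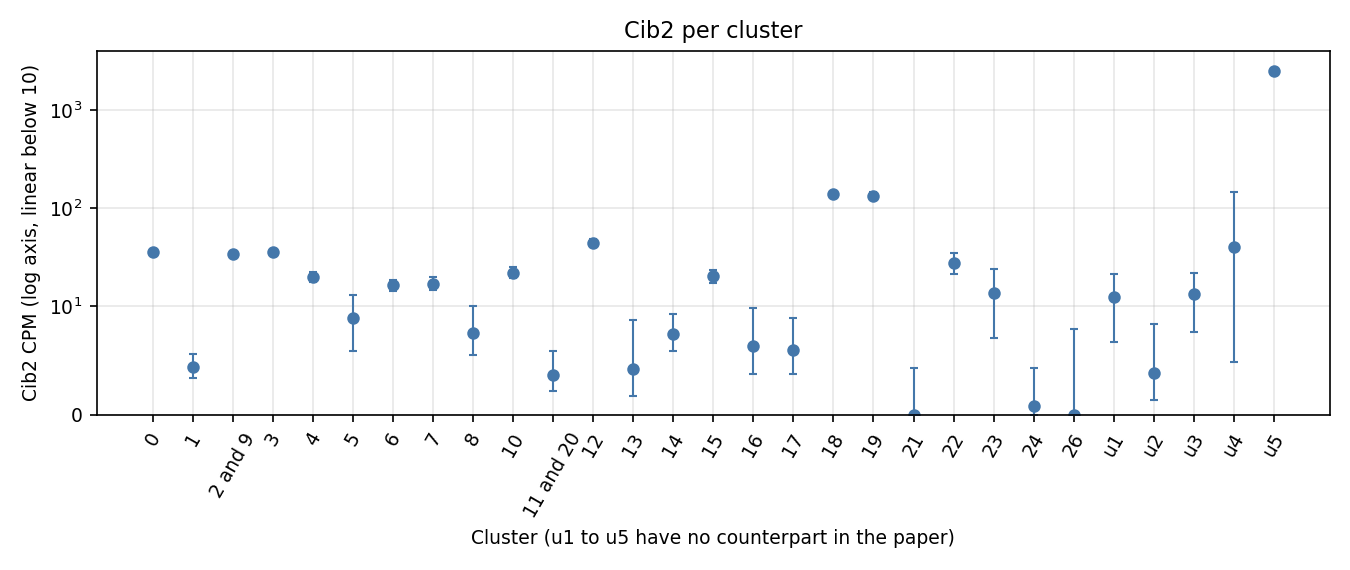
Cib2 level in each cluster (CPM, log axis that is linear below 10), with exact 95% Poisson intervals as error bars and u1 to u5 for the clusters without a counterpart in the paper. The cluster of 21 P1 cells (u5) is at 2486 CPM, clusters 18 and 19 are at 137 and 134 CPM, and cluster 12 is next at 44.1 CPM.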

Single-cell sequencing results showed that Cib2 was found to be significantly differentially expressed in clusters 18 and 19, with cluster 18 being more highly expressed (Figure 7A). The Cib2 protein is responsible for maintaining Ca^2+^ homeostasis in cells and interacting with integrins-transmembrane receptors essential for cell adhesion, migration, and activation of signaling pathways, and is widely expressed in various human and animal tissues, mainly in skeletal muscle, nervous tissue, inner ear, and retina (Jacoszek et al., 2017). Now, Cib2 has been added to the extensive list of genes associated with hearing, loss, and previous studies have been shown that Cib2 is a specific gene expressed on outer hair cells (Riazuddin et al., 2012; Burns et al., 2015). Single-cell transcriptome sequencing based on P7-day mice by Kolla et al. (2020) also showed that Cib2 was highly and nearly specific expressed in outer hair cells clusters (White et al., 2006). 

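Cluster 18 was neuron-like by the fixed markers: Tubb3, Snap25, Nefl, Nefm, Elavl4, Stmn2, Syt1 and Prph summed to 9403 CPM, and 3 of them were among its 10 leading genes. Its hair cell markers summed to 1871 CPM, of which Pvalb made up 1731 CPM, Espn 101 CPM and Myo6 36.8 CPM. Cluster 19 was cochlear epithelium-like: the 12 markers of that list summed to 6034 CPM, and 4 of them were among its 10 leading genes. Hair cell markers summed to 172 CPM there, with Myo6 at 74.8 CPM and Espn at 57.5 CPM. Of the cells of cluster 18, 288 were P1 cells, 0 were P7 cells (a limit of 0.0238% of the P7 library) and 7 were P14 cells. Cluster 19 held 280 P1 cells, 218 P7 cells and 53 P14 cells.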

In this study, gene expression analysis revealed that Cib2 was significantly higher and specifically expressed on both clusters 18 and 19, which were tentatively considered as two different subtypes of outer hair cells. GO functional analysis showed that both clusters 18 and 19 are enriched in the biological process. In terms of cellular components, cluster 18 is mainly enriched in the cytoplasm, and cluster 19 is mainly enriched in the Extracellular exosome. Both clusters are enriched in Protein binding in molecular function (Figures 7B,C and Supplementary Tables 4, 5). 

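As stand-ins for the pathways, 81 oxidative phosphorylation genes and 9 tight junction genes were taken by symbol. Against all other cells, the median log2 ratio of the oxidative phosphorylation genes was 0.90 in cluster 18 and 0.10 in cluster 19, both at percentile 100 of the random lists. The median of the tight junction genes was -1.20 in cluster 18, at percentile 0.02, and -0.52 in cluster 19, at percentile 0.745. Of the other 28 clusters, 8 had a higher and 20 a lower median than cluster 19, where 3 of the 9 genes lay above all other cells. Among them Cldn9, singled out after its values were seen, was at 519 CPM against 1.82 CPM in all other cells. With 1 CPM added in place of 10, the tight junction medians were -2.41 and -0.63.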

KEGG signaling pathway analysis revealed that Cluster18 was mainly enriched in the Thermogenesis signaling pathway, while Cluster19 was mainly enriched in the Tight junction and Cell adhesion molecules signaling pathways (Figures 7D,E and Supplementary Tables 6, 7).

**FIGURE 7:**
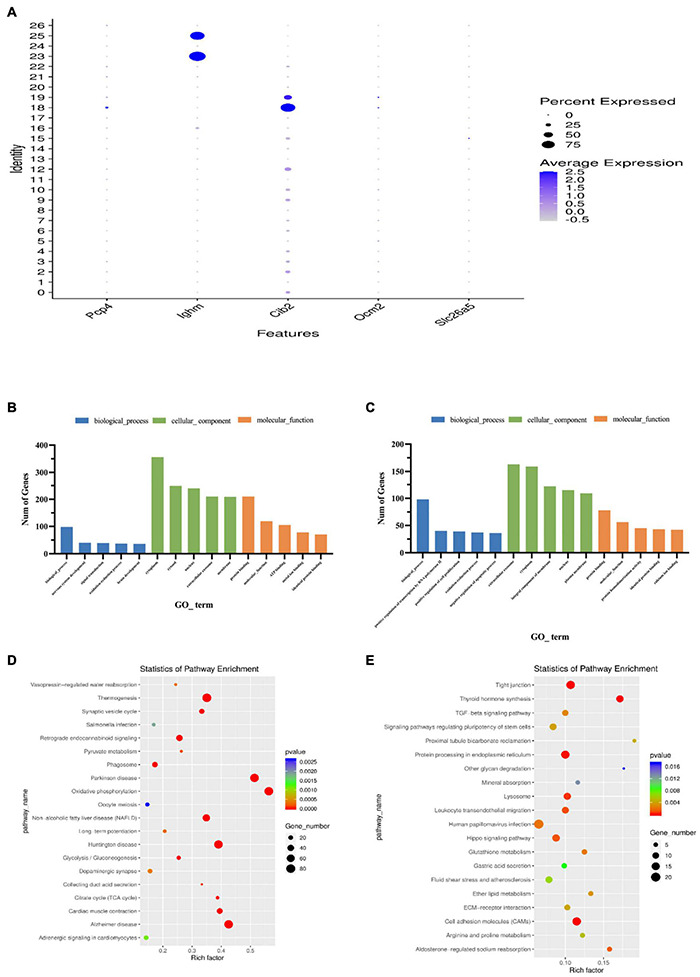
Features of outer hair cell subtypes. **(A)** Accumulation of marker gene transcripts by cluster. This dot plot indicates the level of marker gene expression (dot intensity) and the fraction of cells in each cluster expressing a given marker gene (dot size). **(B)** GO enrichment analysis of genes for cluster 18. **(C)** GO enrichment analysis of genes for cluster 19. **(D)** Functional enrichment analyses using KEGG pathways for cluster 18. **(E)** Functional enrichment analyses using KEGG pathways for cluster 19. The x-axis is the item of go function, the ordinate represents the enriched genes by each item, and the cycle size indicates the significance and corresponding significance values displayed as log10 (*P*-value).

### Developmental Trajectory Analysis Showed Four Greater Epithelial Ridge Cell Subtypes Had the Potential to Transdifferentiate Into Inner and Outer Hair Cells

Although cochlear hair cell regeneration does not occur in adult mammals, the neonatal mouse cochlea inner the first two neonatal weeks shows limited and organoid-generating regenerative potential (Oshima et al., 2007). 

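The cells of clusters 0, 2, 3, 4, 6, 7, 9, 11, 12, 18, 19, 20 and 26 were ordered together by diffusion pseudotime in the same way, with the root in cluster 0. Median pseudotime was 0.0342 in cluster 0, 0.0390 in cluster 3, 0.0884 in cluster 4 and 0.0933 in cluster 6. It was 0.102 in clusters 2 and 9, 0.115 in cluster 12 and 0.174 in cluster 7, and higher in cluster 19 (0.414), clusters 11 and 20 (0.863) and cluster 26 (0.875). In clusters 11 and 20 the P1 cells were already at 0.859, the P7 cells at 0.877 and the P14 cells at 0.862. In cluster 19 these medians were 0.405, 0.4245 and 0.450. Cells present at P1 thus held the high values, so the order of these clusters does not show a sequence in time. No path of neighbors joined the 295 cells of cluster 18 to the other 17245 cells, so they have no value. The root decides this order: with the root at P14, and the direction turned back, the median of cluster 19 minus that of clusters 2 and 9 went from 0.31 to -0.11.

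**Figure D4:**
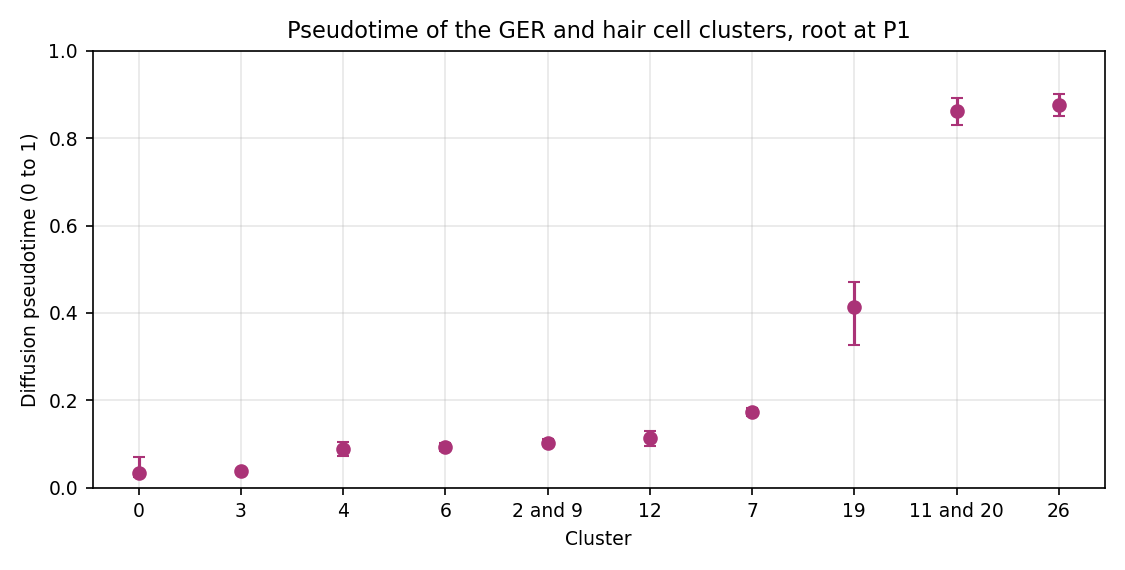
Diffusion pseudotime (0 to 1, vertical axis) of each cluster (horizontal axis) with the root at P1, the point for the median and the bar for the quartiles; cluster 18 has no value. Clusters 0, 3, 4, 6, 2 and 9, 12 and 7 have medians from 0.0342 to 0.174, cluster 19 is at 0.414, and clusters 11, 20 and 26 are at 0.863 and 0.875.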

To determine whether GER (KO) cells may have the potential to transdifferentiate into inner and outer hair cells, we further performed the cell development perspective by single-cell RNA sequencing trajectory analysis and found it interesting that the main cell clusters at the beginning of cell development were KO2, KO7, KO9, and KO12, which were firstly increased in the number of cells from P1 to P7, while degenerated and disappeared at P14 days. 

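Among the 30 nearest neighbors of each of the 5152 cells of clusters 2, 7, 9 and 12, none lay in clusters 11, 20 and 26 or in cluster 18. In cluster 19 lay 56 neighbors of 10 cells, 0.0362% of all neighbor places, where random placement gives 3.14%. CCA moved the share in clusters 11 and 20 most, from 0 to 0.399%. In clusters 0, 3, 4 and 6 lay 8.54% of the neighbors, where random placement gives 57.6%. Clusters are cut from a graph of near neighbors, so few links between clusters, and values below random placement, are partly fixed by the clustering.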

At the second branch, part of the cells developed toward outer hair cells (Figures 8A–C) and part toward inner hair cells (Figures 8A–C). As seen from the genetic heat map of the cell fate transition, the genes that are highly expressed when the cells are transitioning toward fate 1 are mainly Aldh1a2, Ccn3, Ank2, Stmn1, Map1a, Kif5c. 

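Aldh1a2 was at 602 CPM in cluster 4 and 368 CPM in cluster 6, and at 9.10 CPM or less in the other clusters that were ordered. Ank2, Stmn1, Map1a and Kif5c were highest among the ordered clusters in cluster 18, at 377, 2893, 613 and 439 CPM, and this cluster has no pseudotime.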

The genes that are highly expressed when the cells are transitioning toward fate 2 are mainly Rps28, Apoe, Ac134224.2, Ptgds, Cst3, Igfbp7, Hbb, Hba-a2, Tagln2, Tmsb4x, Crsp2 (Figure 8D). Go function and KEGG signaling pathway analysis of the genes enriched in Fate1 and Fate 2 cell fate transitions showed that genes were mainly enriched in negative regulation of cell population proliferation of biological process, and cytoplasm in a cellular component, and Protein binding in molecular function (Figure 8E), and KEGG signaling pathway analysis showed genes mainly enriched in the PI3K-AKT signaling pathway (Figure 8F). 

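Of 6 genes along the whole order of 17245 cells, Apoe had a rho with pseudotime of 0.506, LOC103694857 (ENSRNOG00000061299) of 0.327, LOC689064 (ENSRNOG00000047098) of 0.219 and Mia of 0.0833. Fxyd5 was at -0.0112 and Ttc9b at -0.0598, and the matrices list no Itc9b. Mia was at 3223 CPM in cluster 19. LOC103694857 and LOC689064 led a cluster without a counterpart in the paper, at 69349 and 26358 CPM, together with Hba-a2.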

In the whole process of cell development, Apoe, Fxyd5, LOC103694857, LOC689064, Mia, Itc9b are the main regulatory genes and are upregulated (Figure 8G).

**FIGURE 8:**
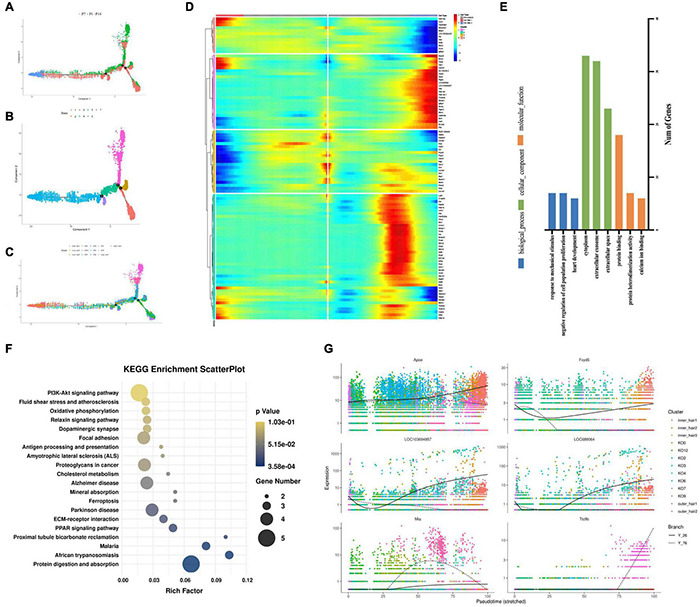
Developmental trajectories of KO cells and inner and outer hair cells. **(A–C)** Monocle analyses show the development of KO cells and inner and outer hair cells. **(D)** Heatmap of different blocks of DEGs along the pseudotime trajectory. **(E)** GO enrichment analysis of genes in Fate 1 and Fate 2 cell fate transitions for KO cells and inner and outer hair cells. **(F)** Functional enrichment analyses using KEGG pathways in Fate1 and Fate 2 cell fate transitions. **(G)** Dynamic gene expression with pseudotime trajectory.

### Gene Ontology Function and Kyoto Encyclopedia of Genes and Genomes Pathway Analysis the Four *Trans*-Differentiations Potential Greater Epithelial Ridge Cell Clusters

Further gene expression analysis of the above four clusters with *trans*-differentiation potential revealed that they all have similar gene expression patterns. Relatively specific highly expressed genes were Crym, Col9a2, Col2a1, Col9a1 in cluster 2 (Figure 9A), Lepr, Ramp3, Gpc3 in cluster 7 (Figure 9B), Igfbp4, Gpc3 in cluster 9 (Figure 9C), and Cytl1, Cnmd, Serpinf1, and Col11a2 in cluster 12 (Figure 9D).

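In clusters 2 and 9 together, Col9a1 was at 8231 CPM, its highest level of the 29 clusters, Crym at 3827 CPM and Col9a2 at 2411 CPM. Crym was higher in clusters 0 and 12, at 6881 CPM in both, and Col9a2 in cluster 12, at 3067 CPM. In cluster 7, Lepr (548 CPM) and Ramp3 (1602 CPM) were at their highest, with log2 ratios to all other cells of 3.11 and 3.06, and for Gpc3 the ratio was 3.04. In cluster 12, Cytl1 (807 CPM) and Col11a2 (1008 CPM) were at their highest, with log2 ratios of 3.85 and 2.66. Cnmd, at 2069.9 CPM and a log2 ratio of 4.01 in cluster 12, was higher only in the cluster of 26 P14 cells without a counterpart, at 3736 CPM.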

**FIGURE 9:**
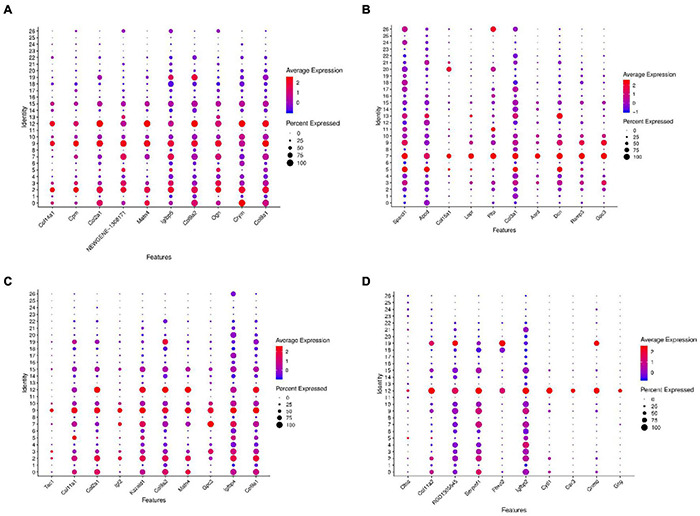
Dot plots representing expression levels of the KO2, KO7, KO9, and KO12 clusters. All samples were analyzed using dot plot analysis with the Seurat R package. Expression levels of the top ten genes on cluster 2 **(A)**, cluster 7 **(B)**, cluster 9 **(C)**, cluster 12 **(D)** are shown. Each dot was sized to represent the proportion of cells of each type expressing the marker gene and colored to represent the mean expression of each marker gene across all cells.

Gene ontology functional analysis showed that all four cell clusters were enriched in Protein binding in terms of molecular function, cluster 2 was mainly enriched in Extracellular space (Figure 10A and Supplementary Table 8), clusters 7 and 9 were mainly enriched in Extracellular exosome (Figures 10B,C and Supplementary Tables 9, 10), and cluster12 was mainly enriched in Cytoplasm (Figure 10D and Supplementary Table 11). Cluster 2 is mainly enriched in the Negative regulation of transcription by RNA polymerase II (Figure 10A), while the other three cell groups are mainly enriched in the biological process (Figures 10B–D). 

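The median log2 ratio of 27 collagen genes to all other cells was 0.36 in clusters 2 and 9 and 0.35 in cluster 7, both at percentile 100 of the random lists, and -0.14 in cluster 12, at percentile 14.9. It was 0.32 in cluster 3 and -0.23, -0.67 and -1.73 in clusters 0, 4 and 6. With Scrublet doublets removed, clusters 2 and 9 moved to 0.57.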

KEGG signaling pathway analysis revealed the following enriched signaling pathways: Cluster 2 (Figure 11A) and cluster 12 (Figure 11D) were mainly in Protein digestion and absorption; Cluster 7 was mainly in the pathway in cancer (Figure 11B); Cluster 9 was in Protein digestion and absorption, in addition to two signaling pathways, Protein processing endoplasmic reticulum and Lysosome (Figure 11C).

**FIGURE 10:**
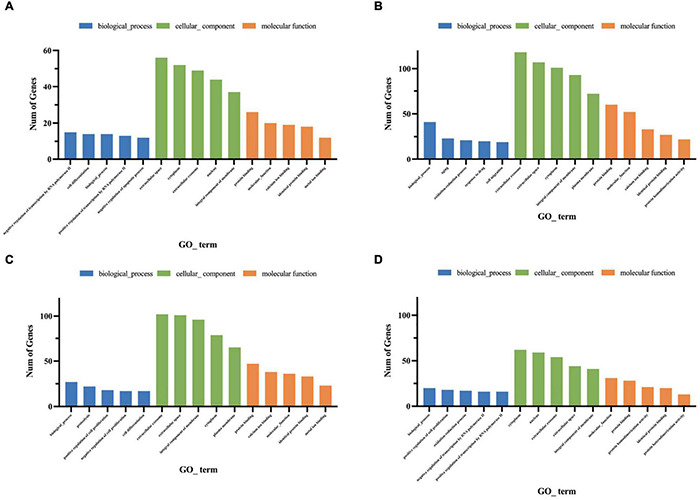
Gene ontology enrichment analysis of genes for cluster 2 **(A)**, cluster 7 **(B)**, cluster 9 **(C)**, cluster 12 **(D)**. The Go functions include molecular functions, cellular components, and biological processes. The x-axis is the item of go function, and the ordinate represents the enriched genes by each item.

**FIGURE 11:**
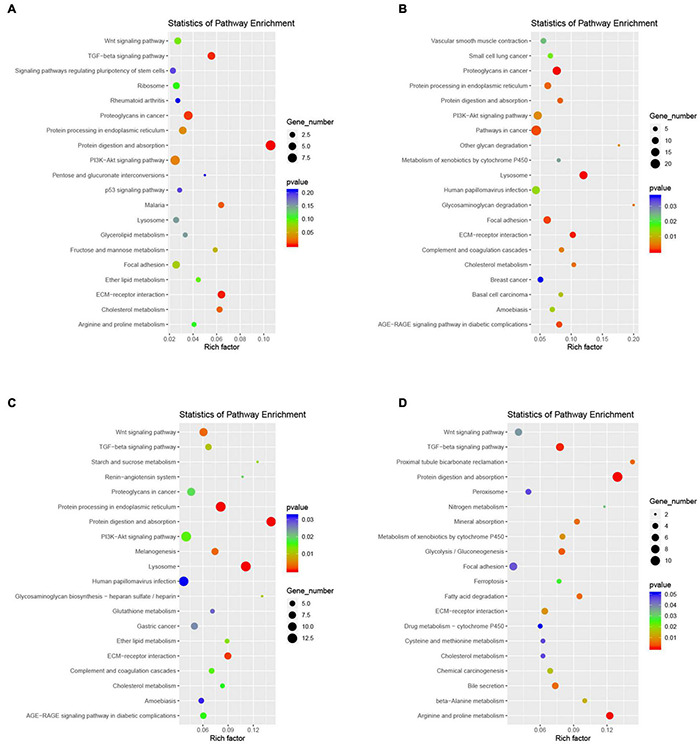
Functional enrichment analyses using KEGG pathways for cluster 2 **(A)**, cluster 7 **(B)**, cluster 9 **(C)**, cluster 12 **(D)**. The cycle size indicates the corresponding significance values displayed as log10 (*P*-value). The much bigger the triangle size, the much more genes enriched in this pathway.

### Complex Cell-Cell Communication Networks Exist in Greater Epithelial Ridge (Kölliker’s Organ) Cells and Cochlear Inner and Outer Hair Cells

To systematically assess the associated complex cellular responses, we attempted to map ligand-receptor interactions with our scRNA-seq data to better understand cellular behaviors and responses to neighboring cells in the cochlear basal membrane. We considered the expression levels of ligands and receptors within GER cell clusters and the inner and outer hair cell clusters and predicted molecular interactions between cell populations *via* specific protein complexes. We then generated a potential intercellular communication network among all cells in the GER cell clusters and hair cell clusters separately. Broadcast ligands for which cognate receptors were detected and manifested broad communication between GER cell and the inner and outer hair cell (Figures 12A,B and Supplementary Figures 1–13). The WGCNA method was further used to analyze the gene association patterns between different subtypes of GER cells and the inner and outer hair cells of the cochlea (Figures 12C,D). We found that the blue module was the most significant and associated with the GV phase, while the yellow module was the most significant and associated with the MI phase and the magenta module was the most significant and associated with the MII phase (Figure 12E).

**FIGURE 12:**
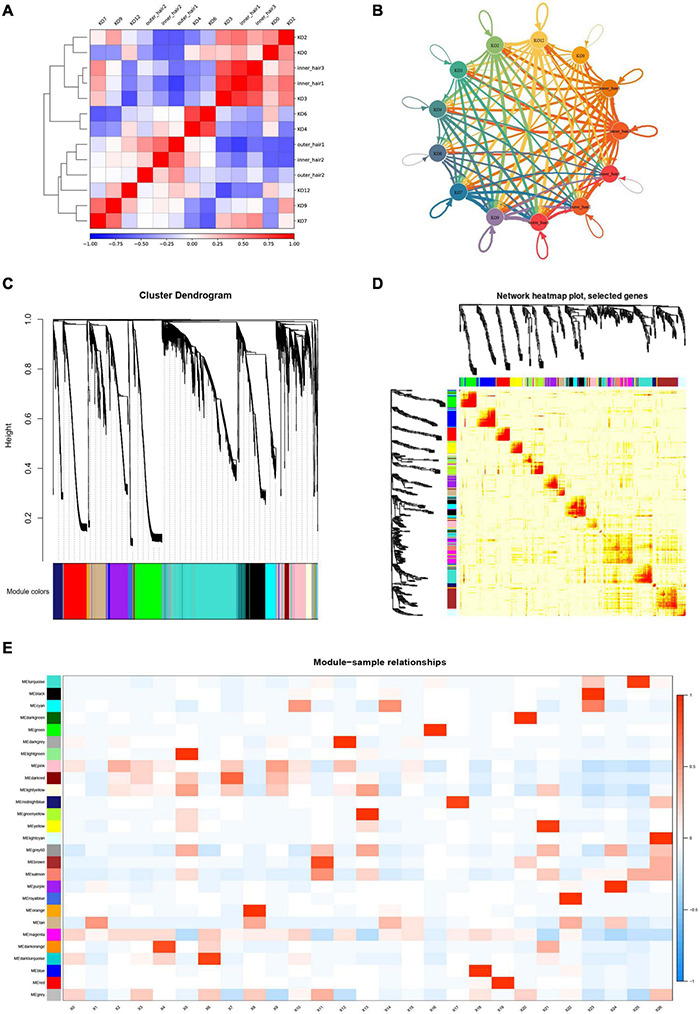
Cell-cell communication networks and WGCNA analysis of KO cell clusters and hair cell clusters. **(A)** Heatmap in KOs and hair cells. The red color indicates a significant interaction. **(B)** Capacity for intercellular communication among KOs and hair cells. Each line color indicates the ligands expressed by the cell population represented in the same color (labeled). The lines connected to cell types expressed the cognate receptors. The line thickness was proportional to the number of ligands when cognate receptors were present in the recipient cell type. **(C)** The dendrogram of gene modules built by WGCNA. **(D)** Network heatmap plot. The module corresponds to branches. The bright red color of nodes represented stronger the genetic correlation of this module. **(E)** Module-trait relationship between different gene modules. The number in each cell represents the degree of correlation, and red means positive correlation at this stage; blue means negative correlation at this stage. Different colors represent the diverse specific gene modules detected by WGCNA.

### Fluorescence *in situ* Hybridization Shows the Presence of Dynamic Gene Expression Changes in the Cochlear Basal Membrane

To validate the cell-type-specific genes, we used fluorescence *in situ* hybridization (FISH) to localize transcripts in cross-sections from P1 to P14 cochlear basal membrane (Figure 13). Three genes with high expression on clusters 7, 9, and 12 based on scRNA-seq results were selected for FISH: Lepr, Tac1, and Col11a2. 

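Over all P7 cells of clusters 2, 7, 9 and 12, Col11a2 (ENSRNOG00000000463) was at 430.5 CPM, Lepr (ENSRNOG00000023664) at 213 CPM and Tac1 (ENSRNOG00000007374) at 136 CPM. Over all cells of a library, Tac1 was at 74.2 CPM at P1, 76.7 CPM at P7 and 1.72 CPM (1.05 to 2.65) at P14. Lepr was at 37.1, 113 and 165 CPM, and Col11a2 at 79.0, 300.1 and 232 CPM. Among the P14 cells of cluster 5, Lepr was at 317 CPM and Col11a2 at 644 CPM.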

The FISH results showed that Lepr was low expressed in the GER region at P1 (Figure 13A1), and sign up the regulated expression in GER and inner hair cell region at P7 (Figure 13A2), but almost disappeared in GER and inner hair cell region at P14 (Figure 13A3). While we found Tac1 and Col11a2 genes showed patterns of expression that were consistent with the single-cell results. From the FISH results, it could be seen that Tac1and Col11a2 were low expressed to the whole cochlear basal membrane at P1 (Figures 13B1,C1), and up the regulated expression in GER at P7 (Figures 13B2,C2). While at P14, Tac1, and Col11a2 were nearly disappeared in the GER region and were centrally expressed in the hair cell region (Figures 13B3,C3).

**FIGURE 13:**
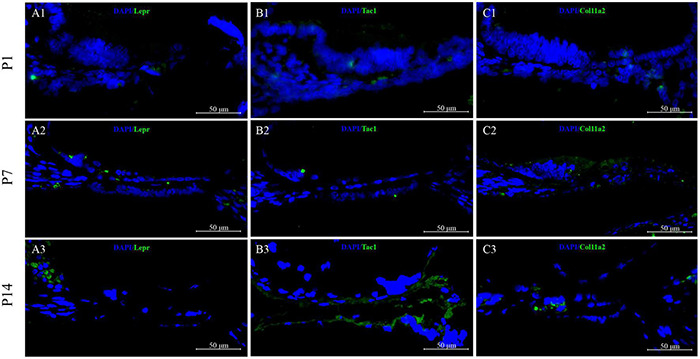
Validation of high expression gene of GER cell clusters at P1, P7, and P14. Lepr was low expressed in the GER region at P1 **(A1)**, and upregulated expression in GER and inner hair cell region at P7 **(A2)**, but the expression was significantly reduced and almost disappeared at P14 **(A3)**. Tac1and Col11a2 were low expressed at P1 **(B1,C1)** but showed a significantly upregulated expression in GER at P7 **(B2,C2)**. While during the P14 period, Tac1and Col11a2 were nearly disappeared in the GER region and were centrally expressed in the hair cell region **(B3,C3)**.

## Discussion

Greater epithelial ridge is a cluster of columnar cells located on the medial side of the cochlear hair cells, which is temporarily present during the development of the cochlea and is one of the signs of immaturity (Hinojosa, 1977). During the development of hearing, the GER gradually degenerates from the basal turn to the apex turn. After the cochlea matures and hearing appears, the GER degenerates and is replaced by cells from the internal sulcus (Lim and Anniko, 1985). Single-cell sequencing studies by Kolla et al. (2020) identified four distinct GER (KO) cell subtypes (KO1, KO2, KO3, and KO4) in the cochlear GER of P1-day CD1 female mice. These four cell subtypes have massive highly expressed genes, including high expression of Dcn, Ddost, Pdia6, Rcn3, Sdf2l1 in KO1 cell; high expression of Cpxm2, Ctgf, Fkbp9, Kazald1, Tectb in KO2 cell; Cst3, Gjb6, Net1, Tectb, Tsen15 in KO3 cell; high expression of Calb1, Crabp1, Epyc, Itm2a, Stmn2 in KO4 cell. The study defined the cell subtypes with high expression of Calb1 gene in the medial region of GER as the medial region of GER cell subtype based on the expression of Calb1 and Fabp7 and the outer region of GER. The other three subtypes in the outer region of GER with high expression of Fabp7 gene were further defined as L.KO1, L.KO2, and L.KO3 cells, respectively. Kolla et al. (2020) showed that these four cell subtypes are highly similar in terms of gene expression patterns and metabolic functions, but at the same time they are heterogeneous, and it is tentatively considered that these four cell subtypes are different subtypes of GER cells.

Considering that the cochlear auditory development of P7 rats is not fully mature, it is still in a process of orderly differentiation and gradual developmental maturation (Tritsch et al., 2007; Tritsch and Bergles, 2010). Based on our previous study (Chen et al., 2021), we further selected the P14 time point jointly with the three key periods of P1, P7 for a single-cell transcriptomic study, and we found that the four previously identified subtypes of GER cell populations 0, 3, 4, and 6 gradually decreased from P1 to P14, and disappeared by P14 days (Figure 1B). However, it is interesting and noteworthy that we found four cell clusters (clusters 2, 7, 9, and 12) with similar spatial distribution and gene expression (Figures 2, 3). These four cell clusters gradually increased in the number of cells from P1 to P7, but gradually decreased in number from P7 to P14 days, and disappeared by P14 days, which seems to be consistent with the outcome of the disappearance of GER cells. In terms of gene expression patterns, these four cell clusters are highly expressed in Col2a1, Col9a1, Col9a2, and Col11a2, which are the major gene members of the Col family, and mutations in these genes are associated with hearing loss (Richards et al., 2013; Hofrichter et al., 2019; Kjellström et al., 2021).

In addition, based on the KEGG signaling pathway showed that these clusters are mainly enriched in the Protein digestion and absorption signaling pathway, which was previously shown to regulate intracellular Ca^2+^ concentration and dynamic homeostasis, inducing cellular processes such as cell migration proliferation, and differentiation. GER supports the spontaneous cellular release of adenosine triphosphate (ATP), which acts as a paracrine receptor on the P2X purinergic receptors of neighboring IHCs to produce phospholipase C (PLC)-dependent inositol triphosphate (IP3), the release of Ca^2+^ from the intracellular calcium pool, and the release of the neurotransmitter glutamate from IHCs, which activates type I spiral neurons (SGNs) to generate action potentials, thereby mimicking the mechanical-electrical signal transduction effect triggered by sound waves transmitted through the external ear canal, allowing IHCs spontaneously increase the frequency of action potential delivery and promote the functional maturation of IHCs (Tritsch et al., 2007; Majumder et al., 2010; Rodriguez et al., 2012; Mammano, 2013). We consider that these four cell clusters may be other subtypes of GER cells and regulate the balance of Ca^2+^ through the mechanisms described above, which in turn induce and promote the maturation or possible *trans*-differentiation of cochlear hair cells into inner and outer hair cells.

Adult mammalian cochlear hair cells have no regenerative capacity, but neonatal mouse cochlear hair cells show a limited and transient regenerative potential, and studies have shown that this regenerative potential is largely attributable to the non-sensory cells in the neonatal mouse cochlea (Shou et al., 2003; Woods et al., 2004; Gubbels et al., 2008). The mitotic division of neonatal murine cochlear non-sensory cells is normally quiescent, and the regenerative capacity of these cells is further activated during early apoptosis of hair cells due to various factors (Shi et al., 2013; Bramhall et al., 2014; Cox et al., 2014; Hu et al., 2016). GER cells are a transient population of newborn cells with the ability to regenerate and transform with some cell subtypes located within the GER region that retain the characteristics of precursor sensory cells (Zheng and Gao, 2000; Kelly and Chen, 2007; Driver et al., 2008). GER cells maintain a high degree of morphological consistency, and Kolla et al. (2020) found the existence of two types of precursor sensory cells (pro-sensory cells) expressing Cdkn1b and Sox2 marker genes based on single-cell sequencing technology in E14 and E16-day mouse cochlea, which are located in the medial precursor sensory cell population (MPsCs) and lateral precursor sensory cell population (LPsCs) of GER structures, respectively, while the results of single-cell trajectory analysis showed that MPsCs cells have a clear ability to convert to IPhCs or IHCs. LPsCs cells may convert to DCs or OHCs, without clear divergence (Kolla et al., 2020). In addition, Kubota et al. (2021) similarly confirmed that GER cells have a great potential for organoid formation and classified GER cells into three large subtypes S2, S3, and S4 cell subtypes based on single-cell sequencing results. The researchers similarly found in P2 day mice that GER cell subtypes located in the lateral and medial regions could regenerate into hair cells and supporting cells. GER cells cultured at higher densities in the presence of EFI_CVPM [small molecules (CHIR99021, valproic acid, 2-phospho-L-ascorbic acid, and TGFß receptor inhibitor 616452)] were found to be the most efficient cochlear organoid-forming cell population (McLean et al., 2017), with the most lateral GER cell population expressing Lgr5 positivity and the more medially located GER cell population expressing Lgr5 negativity, both having the ability to generate cochlear organoids. Previous studies on the development of other organoids have shown that activation of the WNT signaling pathway can induce high Lgr5 expression and further promote the developmental process (Chai et al., 2011, 2012; Shi et al., 2012, 2013). Therefore, Lgr5 expression in GER cells is not an indicator of stem cells or proliferative potential. The present single-cell transcriptome results also showed that the above-mentioned cell subtypes with proliferative capacity located in the outer part of GER, but its Lgr5 gene expression is not significant, which also suggests that cochlear development is different from other tissues and organs development.

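Lgr5 (ENSRNOG00000004221) lay between 0 and 0.605 CPM in the clusters paired with 0, 2, 3, 4, 6, 7, 9 and 12. Its highest level was 10.8 CPM, in cluster 22.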

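With Scrublet doublets removed, clusters 2 and 9 were paired with separate clusters, and the share of the P7 library over that of the P1 library could be given for each. It was 28.6 in cluster 9 (41 P1 cells and 1140 P7 cells), 26.4 in cluster 7 (59 and 1514), 6.96 in cluster 12 (130 and 879) and 1.15 in cluster 2 (1542 and 1716). At P14 these clusters held 0, 4, 0 and 0 cells. The cluster paired with 2 held 1542 P1 cells here, while the reported cluster of 2 and 9 held 153. Most of its P1 cells thus have another label in the reported clustering, so it is not a part of that cluster alone. A mitochondrial limit of 10% also gave separate clusters for 2 and 9 and, with clusters paired anew, ratios of 45.0, 83.6, 32.4 and 1.07 in the same order. There the cluster paired with 2 held 968 P1 cells. Most of its cells have another label in the reported clustering. It therefore does not enter the share of clusters 2 and 9 given for this limit elsewhere. The cluster paired anew with 2 depended on the setting. At resolution 1.2 the ratio was 36.4 in it (46 and 1649 cells), 14.1 in clusters 7 and 9 together and 7.12 in cluster 12. With Louvain seed 1 it was 42.7, 18.1 and 7.31. In the cluster paired with 2 it was 1.05 with the named genes left out and 1.89 after CCA integration. By the label of most of its cells, that cluster counts as 7 at resolution 1.2, with seed 1 and after CCA. The ratios of these settings thus do not show cluster 2 apart from cluster 7.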

In the present study, our single-cell transcriptomics-based study showed a significant increase in the number of cell clusters 2, 7, 9, and 12 at P7, with more significant increases in cell clusters 7 and 9, only to disappear further at P14. In general, GER cells gradually degenerate and disappear, while other types of supporting cells gradually increase and eventually replace GER cells as the main supporting cells in the cochlea. 

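In the clustering without Scrublet doublets, most P1 cells of the cluster paired with 2 come from other reported clusters. There, rho across genes was 0.949 between clusters 7 and 9 and 0.926 between clusters 2 and 12. It was highest, at 0.961, between clusters 2 and 9, and stood at 0.910 between clusters 9 and 12, 0.900 between clusters 2 and 7 and 0.870 between clusters 7 and 12.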

We consider that clusters 2, 7, 9, and 12 may be subtypes of GER cells with regenerative differentiation potential, which have similar gene expression patterns and biological characteristics, with cluster 7 and cluster 9 being more similar and cluster 2 and cluster 12 being closer. In a rough classification, they can be divided into two large subtypes, but in terms of some specific gene expression, such as Tac1 which is more abundantly expressed on cluster 9, they can be finely divided into four subtypes. 

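Without Scrublet doublets, Tac1 was at 347 CPM in cluster 9, 236 CPM in cluster 3, 156 CPM in cluster 2, 61.0 CPM in cluster 7 and 8.49 CPM in cluster 12. The cluster paired with 2 there also holds many P1 cells of other reported clusters. With all cells, where clusters 2 and 9 were 1 cluster, it was at 215 CPM there and at 252 CPM in cluster 3. Pairing clusters by cell numbers alone moved the log2 ratio of Tac1 in clusters 2 and 9 from 1.79 to -2.24.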

To further explore whether these four clusters with proliferative capacity have the potential to transdifferentiate into inner and outer hair cells, we further constructed the developmental trajectory and fate transduction using single-cell pseudo-temporal analysis. The single-cell developmental trajectory shows that the major cell subtypes at the beginning of cell development are clusters 2, 7, 9, and 12 (see Figures 8A–C). As the cells develop further, the four-cell clusters mentioned above gradually develop in two different trajectory directions, with one part developing toward the outer hair cells and the other part shifting toward the inner hair cells. 

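By cluster, 44 of the 56 neighbors in cluster 19 belonged to 6 cells of cluster 12, 9 to 3 cells of clusters 2 and 9, and 3 to 1 cell of cluster 7. Cells of cluster 0 had 11 neighbors in cluster 19. Seen from cluster 19, 0.436% of the neighbors lay in cluster 12, 0.145% in clusters 2 and 9, 0.0121% in cluster 7 and 1.85% in cluster 0. From clusters 11 and 20, 20 neighbors lay in clusters 2 and 9 and 50 in cluster 7, together 0.176% of the neighbors of 1326 cells, and 0 lay in cluster 12.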

The cell developmental trajectory analysis suggested that these four cell subtypes have the potential to transdifferentiate into outer and inner hair cells, among which cluster 2 and cluster 12 may have the potential to transdifferentiate into outer hair cells (see Figure 8C), while cluster 7 and cluster 9 may only have the potential to transdifferentiate into inner hair cells (see Figure 8C). Since the present study was mainly based on raw letter data, further experimental confirmation is still needed for subsequent studies.

Although studies have shown that GER cells have the potential for organoid regeneration and development, do they have the potential to transdifferentiate into hair cells? Kubota et al. (2021)’s study found that large organoids derived from GER cells contained cells positive for hair cell markers, suggesting that GER cells have the characteristics of precursor sensory cells after mitosis. In addition, it was also found that GER cells can also generate hair cell-like cells after Atoh1 expression (Woods et al., 2004). These findings and the evidence provided by our study suggest that GER cells are a distinct population of cochlear cells characterized by a response to various reprogramming strategies, including phenotypic transformation (*via* Atoh1 expression) and proliferation/de-differentiation, culminating in degeneration and disappearance after maturation of cochlear hearing development.

In conclusion, our study lays the groundwork for elucidating the mechanisms of the key regulatory genes and signaling pathways in the *trans*-differentiation of GER cell subtypes into hair cells and provides potential clues to understand hair cell regeneration and further study of hair cell regeneration. Also, our study reveals the key molecular mechanisms of large epithelial crest supporting cells in promoting cochlear hearing development, which is very important to further elucidate the development of the peripheral auditory system.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195702.

## Ethics Statement

The animal study was reviewed and approved by The Institutional Animal Care and Use Committee of the Shanghai Jiao Tong University School of Medicine.

## Author Contributions

JiC, LS, and JY designed this study. JiC and JuC took the cochlear tissue. SH, BH, YL, SL, FZ, and XS assisted with data acquisition, analysis, and processing. JiC and DG analyzed and interpreted the data and drafted the manuscript. JY, YJ, and LS revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Pseudo-Temporal Analysis of Single-Cell RNA Sequencing Reveals Trans-Differentiation Potential of Greater Epithelial Ridge Cells Into Hair Cells During Postnatal Development of Cochlea in Rats
**Source:** Front Mol Neurosci. 2022 Mar 16;15:832813. doi: 10.3389/fnmol.2022.832813
**Supplement:** Supplementary file 12

The following statistical programs were used for the data analysis and figure creation.

Filter_Basicinfo.rData（4.79G）

R page：library(monocle)、library(Seurat)

reduceDimension max_components = 2, reduction_method = "DDRTree"。

clustered_spleen_monocle <- newCellDataSet(data,

phenoData = pd,

featureData = fd,

lowerDetectionLimit = 0.5,

expressionFamily = negbinomial.size())

clustered_spleen_monocle <- setOrderingFilter(clustered_spleen_monocle, ordering_genes)

ordering_genes qval < 0.01

clustered_spleen_monocle <- reduceDimension(clustered_spleen_monocle, max_components = 2, reduction_method = "DDRTree")

website: http://cole-trapnell-lab.github.io/monocle-release/docs/

**WGCNA：**

R page：library("WGCNA")

net = blockwiseModules(datExpr, corType = "pearson",

networkType = "unsigned", power = 7, minModuleSize = 30,

mergeCutHeight = 0.25, numericLabels = TRUE, saveTOMs = TRUE,

pamRespectsDendro = FALSE, saveTOMFileBase = mouseTOM)

website: https://mirrors.tuna.tsinghua.edu.cn/CRAN/

**CellphoneDB**

Website：<https://pypi.org/project/CellPhoneDB/>

**Prism version 7.0 (GraphPad Software)**

Serial : GPS-0320559-LFUL-95242

Activation : ACTGP-01337000-00133700-00133700-00133700

How the deposited data were processed for this re-analysis (not part of the article)

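Single-cell RNA sequencing was done on dissociated cochlear basal membrane of rats at P1, P7 and P14, with 40 rats pooled and 1 library per stage. The sample labels give the cell type as greater epithelial ridge cells, while the paper describes the whole dissociated membrane, and the libraries were treated as whole-tissue libraries. The authors made the libraries with 10x Genomics Chromium Single Cell 3′ chemistry and aligned the reads to the rat genome (rn6) with Cell Ranger. Each deposited matrix holds UMI counts per gene and barcode without normalization, as whole numbers, with Ensembl gene identifiers and symbols. The annotation and the rule by which the authors called cells are not stated. The deposited counts were used as they are, and gene symbols are those of the matrices. Gene coordinates were not used here, since the only gene table at hand is for a later rat assembly.

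The choices in this paragraph and the following ones were made before the data were examined, apart from those named as later ones. Cells were kept with more than 500 and fewer than 5000 genes, at least 500 UMIs and less than 25% of UMIs on mitochondrial genes. The matrices held 228167106 UMIs in all, of which 98005495 at P1, 93080129 at P7 and 11641065 at P14 lay in kept cells, and 21908 genes were found in kept cells. A level from summed counts was given per stage only where a cluster had 50 or more cells of that stage. Counting intervals at the 95% level were exact, and a count of 0 was given the limit of 3 counts. No test of a difference was made, since each stage has 1 library and cells are not replicates.

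Cells were normalized and clustered in Seurat 5.3.0 (R 4.3.3), with 2000 variable genes by the vst method, 10 principal components, resolution 0.8 and seed 0. The planned rule paired clusters with those of Supplementary Table 1 by a one-to-one assignment that made the summed difference in cells per stage smallest, and took a pair only if the difference was at most 50% of the size in that table. The values reported use a rule chosen after the values were seen, in which cell numbers and the genes the paper names for a cluster enter together. It gave 24 pairs. Both rules gave the same partner for 20 single clusters, counting cluster 25, whose pair was over the limit of 50% (78.7%) and was not taken. Since these genes took part in the pairing, their levels are not an independent test of it.

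Genes named in the text are every gene that the Results and the Discussion name for these libraries, the cell type markers, and for each cluster the 3 genes with the largest log2 ratio of CPM against all other cells (10 CPM added) among genes with a UMI in at least 25% of its cells. These rules gave levels for 219 genes, and 65 of them are genes the paper names, written as the matrices spell them. The paper's Igfbp40, Itc9b, Crsp2 and Otir are not in the matrices. Igfbp4, which the paper names too, was read for Igfbp40. Ttc9b was read for Itc9b and Csrp2 for Crsp2 in the pseudotime order only and are not among the 65, and Otir was left out. The marker lists were written for 16 cell types with 104 genes in all, of which 99 were in the matrices. Those reported were hair cell, cochlear epithelium, endothelial, neuron, pericyte and smooth muscle, fibroblast, cochlear mesenchyme, cartilage, osteoblast, macrophage, neutrophil, B cell, T and NK cell, erythroid and melanocyte. A cluster was called like a cell type only if its markers led with at least 3 of them found and its 10 leading genes did not point to another list.

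Shares of cells with a UMI were compared after thinning each cell to 1000 UMIs by random draws, and cells with fewer UMIs were left out (37 at P1, 193 at P7 and 735 at P14). Proliferation was read from 10 genes, with 2 or more UMIs of them per cell. Gene families were taken by symbol, and the median log2 ratio of a family was placed among 10000 random gene lists of the same size matched on mean CPM, over genes with at least 10 CPM over all cells. Neighbor links and diffusion pseudotime were computed on 30 nearest neighbors and 10 principal components of the cells of the clusters concerned, with 15 diffusion components, in scanpy 1.11.5 with anndata 0.12.19 and scikit-learn 1.9.0. Scrublet was run per library through scanpy. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

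The steps were tested on simulated data made from the libraries. For the contrast of cluster 19 against all other cells, log2 changes put into 200 of 7750 genes were returned with a median absolute error of 0.0577, all with the right sign, and 0% of the unchanged genes passed 0.5. For cluster 26 against all other cells the same 200 changes among 7750 genes were returned with a median absolute error of 0.1535, 99% had the right sign, and 8.49% of the unchanged genes passed 0.5. For cluster 19 the family percentile, over 7750 genes, placed 5 of 60 random lists outside the middle 95%, and a list shifted by 1 on the log2 scale at percentile 100. Pairing with 40 simulated tables of cell numbers and 21 genes returned 95.6% of the pairs. This share holds for the simulated tables only. It does not give the accuracy of the reported pairing, by cell numbers or by named genes. There, the cell numbers of a pair differed from the paper's by up to 44.2% (cluster 16). Thinning of cluster 19 left the level of a gene at a median of 0.998 of its value, over 1488 genes.

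Where an alternative changed the clustering, each new cluster took the label that most of its cells have in the reported clustering, except for clusters that are single only under an alternative, which were paired anew by cell numbers and named genes. Alternatives tried were all deposited barcodes, a mitochondrial limit of 10%, removal of Scrublet doublets, 20 and 30 principal components, resolutions 0.4 and 1.2, Louvain seed 1, integration by canonical correlation analysis, variable genes without the 65 genes the paper names, pairing by cell numbers alone and by named genes alone, the mean of the CPM of each cell in place of summed counts, 1 CPM added in place of 10, 15 neighbors, a root at P14 and shares without thinning. Thinning of the P1 and P7 cells to the depth of P14 was added after the data were examined. The Monocle 2 and CellTrails trajectories, gene ontology and KEGG terms, ligand and receptor pairs and gene co-expression modules of the paper were not analysed here, since their tools and annotations were not at hand. In situ hybridization and staining have no deposited counts. Several results, among them 1 marker list, some correlations between clusters and with pseudotime, and 1 test on clusters 5 and 13, are not reported here.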

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

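The tests of free RNA in clusters 18 and 19, of doublets in clusters 10 and 14 and of doublets of cells of other clusters were chosen only after the results were seen. The signals below lie in lists of genes that the paper does not report on as such, although it names some of their genes, and stand above the limit that 0 counts would allow.

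A cluster of 21 P1 cells without a counterpart in the paper carried Otof at 835 CPM, where 0 counts would allow 9.14 CPM. Its hair cell markers also included Myo6 at 1965 CPM, Espn at 1091 CPM, Pou4f3 at 299 CPM, Atoh1 at 143 CPM and Slc17a8 at 116 CPM. Its cochlear epithelium markers summed to 3052 CPM, of which Calb1 made up 2474 CPM, and its neuron markers to 829 CPM. The tables argue against a lower depth at P7 as the reason why such cells formed a cluster at P1 alone: the median depth was 6878 UMIs at P7 and 6565 at P1, and after thinning, 12 of 12742 P1 cells, 0.0942% (0.0487 to 0.164), had UMIs of 3 or more hair cell genes, 10 of them in this cluster, against 0 of 12388 P7 cells. At P14 it was 0 of 4546 cells. The upper ends of the exact counting intervals leave room for 0.0298% at P7 and 0.0811% at P14. Without thinning, 143 P1 cells, 22 P7 cells and 4 P14 cells had UMIs of 3 or more of these genes, 122 of the P1 cells outside the cluster, so cells with several of these genes are not confined to P1. The tables also argue against doublets of cells of other clusters, since a mixture lies between its parts: the hair cell markers summed to 4962 CPM (4724 to 5209), against at most 1871 CPM (cluster 18, with Pvalb at 1731 CPM) in another cluster, and 8 of the 12 markers lay above every other cluster beyond their intervals. Doublets that each hold a hair cell stay open, since these cells had a median of 14482 UMIs, 2.21 times that of the P1 library, although Scrublet marked 0% of them and the 10 leading genes of any other cluster were at a median of at most 0.125 of their level there. Hair cells captured in the P1 library alone also stay open as a biological explanation, untested with 1 library per stage.

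Clusters 11 and 20 carried Flt1 at 488 CPM, where 0 counts would allow 0.616 CPM. Of the other endothelial markers, Cldn5, which the paper also names, was at 2688 CPM, Egfl7 at 723 CPM and Cdh5 at 698 CPM. The tables argue against free RNA of endothelial cells: after thinning, 93.9% (92.3 to 95.3) of 1070 cells of clusters 11, 20 and 26 had 2 or more UMIs of the endothelial markers, 369 cells being left out, against a median of 0.553% and at most 8.39% (cluster 23) in the other clusters. They also argue against hair cells as the main content of these clusters, whose hair cell markers summed to 98.2 CPM (89.9 to 107), below the median of 119.8 CPM over the clusters. That endothelial cells form these clusters stays open as a hypothesis, found and tested on the same cells. What sets cluster 26 apart, which also carried pericyte markers, was not tested. Doublets were not tested there either, since 92.9% of its cells came from P14, where Scrublet did not work. Its P14 cells had a median of 3045 UMIs, against 1154 in the P14 cells of clusters 11 and 20.

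In cluster 18 the neuron markers summed to 9403 CPM, where 0 counts would allow 0.490 CPM. Stmn2 at 3492 CPM, Nefm at 1876 CPM and Tubb3 at 1701 CPM were the most abundant. Of this list the paper names Stmn2, as a gene of a GER subtype in an earlier mouse study, without a level in these libraries. The tables argue against free RNA of neurons, since 99.7% (98.1 to 100.0) of its 295 cells had 2 or more UMIs of these markers after thinning, against a median of 0.494% and at most 36.7% (cluster 22) elsewhere. That neurons form the cluster stays open as a hypothesis. With 97.6% of its cells from the P1 library, a difference between stages cannot be told apart from one between libraries.

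In cluster 19 the cochlear epithelium markers summed to 6034 CPM, where 0 counts would allow 0.684 CPM. Epyc at 2276 CPM, Epcam at 1447 CPM and Tectb at 840.3 CPM were the most abundant. The paper names Epyc, Tectb and Calb1, among others of this list, as genes of GER subtypes in an earlier mouse study, without a level in these libraries. Free RNA of epithelial cells is argued against by 82.9% (79.4 to 86.1) of 516 cells with 2 or more UMIs of these markers after thinning, 35 cells being left out, against a median of 0.741% in the other clusters and 57.1% in the cluster of 21 P1 cells. That epithelial cells form the cluster stays open as a hypothesis, and no difference between stages was tested.

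Proliferation genes reached 2 or more UMIs in 68.2% (65.3 to 71.0) of 1085 cells of cluster 10 and 65.3% (62.4 to 68.2) of 1076 cells of cluster 14 after thinning, and the share was highest in B cell-like cluster 24, at 79.2% (74.0 to 83.7) of 288 cells, where 0 counts would allow 0.277%, 0.279% and 1.04%. The tables argue against doublets as the main content of clusters 10 and 14, since Scrublet marked 5.53% of their cells. In cluster 24, with 99.0% of its cells from P14, where Scrublet did not work, doublets were not tested. The cells were grouped on these genes among others, so the shares describe the clusters and are no separate finding. Dividing cells stay open as a hypothesis, and no difference between stages was tested.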

How the results depend on the processing

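The setting that thinned P1 and P7 cells to the depth of P14 and the pairing by cell numbers and named genes together, which the reported values use, were chosen only after the results were seen. Over 131 results and 789 combinations of a result and an alternative, the main results stayed within their intervals in 76 combinations, moved in 31 and reversed in 1, and single genes, clusters and correlations stayed in 414, moved in 258 and reversed in 9. A gene level or a correlation counts as reversed only where both values are at least 0.1 from 0. Of 482 combinations for gene levels, 471 kept their sign, 8 reversed and 191 moved. Of 114 combinations for 38 correlations with pseudotime, 16, of 11 correlations, changed sign, with the sign turned back for the root at P14. All 11 were at 0.0833 or less from 0 as computed first, so none counts as reversed. Among them, Mia went from 0.0833 to -0.254 and Fxyd5 from -0.0112 to 0.411 with the root at P14, and Fxyd5 to 0.0591 with 20 principal components. The number of cells passing the filter and the number of clusters stayed within 1.5 times the reported value under every alternative tried for them.

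The log2 ratio of the P7 to the P1 share was -1.91 for clusters 0, 3, 4 and 6 and 3.78 for clusters 2, 7, 9 and 12, and kept its direction in both under every alternative run. With 20 principal components it was -2.74 and 8.95, with 30 principal components -2.85 and 7.43, at resolution 0.4 -1.53 and 1.995, after CCA integration -0.79 and 0.34, and with P1 and P7 cells thinned to the depth of P14 -0.70 and 1.59. For clusters 2, 7, 9 and 12 alone it also moved with Louvain seed 1 (4.11), with the named genes left out of the variable genes (3.32), with a mitochondrial limit of 10% (6.40), with Scrublet doublets removed (1.61) and with pairing by cell numbers alone (3.495). The last value covers clusters 7 and 9 only, since clusters 2 and 12 had no partner under that pairing. The ratio of cluster 12 alone reversed after CCA integration, from 2.42 to -0.10, in a cluster of 983 P1 cells and 901 P7 cells that took its label. Paired anew by cell numbers and named genes, no cluster after CCA was close enough to cluster 12, and the nearest held 199 P1 cells and 418 P7 cells, so this reversal depends on how clusters are labelled. The cause was not tested.

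The share of P14 cells in the 8 GER clusters moved from 0.0757% to 18.0% after CCA integration and to 0.776% after thinning. The share of P14 cells in clusters 11, 20 and 26 moved from 20.5% to 18.9% after CCA integration and to 26.0% with pairing by named genes alone. Neighbors of clusters 2, 7, 9 and 12 in clusters 11 and 20 moved from 0 to 0.399% after CCA integration, and those in cluster 19 from 0.0362% to 0.0252% after CCA integration and 0.0231% with Scrublet doublets removed. The cause was not tested.

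With 1 CPM added in place of 10, the median log2 ratio of the tight junction genes moved from -1.20 to -2.41 in cluster 18 and from -0.52 to -0.63 in cluster 19. With Scrublet doublets removed, that of the collagens in clusters 2 and 9 moved from 0.36 to 0.57. Without thinning, the share of cells with proliferation genes moved from 0.146% to 4.38% in clusters 2, 7, 9 and 12 at P7, from 68.2% to 95.3% in cluster 10, from 65.3% to 90.0% in cluster 14 and from 79.2% to 95.9% in cluster 24, as more UMIs per cell are read. With Scrublet doublets removed it moved to 71.1% in cluster 10 and 80.5% in cluster 14, for which the cause was not tested. Median pseudotime of cluster 19 minus that of clusters 2 and 9 reversed from 0.31 to -0.11 with the root at P14, and the cause was not tested.

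Single gene levels reversed as log2 ratios to all other cells. With pairing by cell numbers alone, Gpc3 went from 1.26 to -3.57 and Tac1 from 1.79 to -2.24 in clusters 2 and 9, where the pairing chose another cluster. With a mitochondrial limit of 10%, Otor in clusters 2 and 9 went from 0.11 to -0.11, and in cluster 21 Gjb2 went from -1.63 to 0.81 and Gjb6 from -0.60 to 1.10. With the named genes left out of the variable genes, Gjb2 in cluster 21 went to 0.69 and Gjb6 to 1.12. With the mean CPM of each cell, Coch in cluster 21 went from 0.58 to -1.52. The cause was not tested.

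In each new clustering a cluster took the label that most of its cells have in the reported clustering, and some alternatives gave no value because no cluster took a label. Among these were cluster 18 with a mitochondrial limit of 10%, cluster 3 after CCA integration and cluster 6 at resolution 0.4. So were cluster 13 at resolution 0.4 and with the named genes left out. With pairing by cell numbers alone, so were cluster 12 and the single shares of clusters 2 and 9 and of clusters 11 and 20. Other such cases are named below with the shares they concern. Pairing by named genes covers only the clusters for which the paper names genes. No paired analysis was possible because each stage is a separate pool of animals with 1 library.

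The P14 library limits the shares of cells with a UMI, since 735 of its 5281 cells had fewer than 1000 UMIs. Scrublet marked 2 P14 cells, so the removal of doublets hardly changed that library. In cluster 26, of 113 cells, the 0 counts of Cabp2 allow a level of 6.44 CPM.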

Differences from the paper's values

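A share is listed here where it is more than 1.5 times the paper's or less by the same factor and its counting interval leaves the paper's value out, and an alternative is said to end the difference where this no longer holds. Of 72 shares of single clusters (2 and 9 as 1 cluster, and 11 and 20 as 1 cluster) 11 are listed, and of 9 shares of the 3 groups of clusters 2. The single clusters were paired with the paper's partly by these cell numbers, so the shares of the others being closer to the paper's is not independent agreement. Pairing by named genes alone was not run for single shares. No alternative chosen after the data were examined was used for the values compared here, apart from the pairing of clusters by cell numbers and named genes together, which was chosen after seeing the values.

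Clusters 0, 3, 4 and 6 held 0.0568% of the P14 cells, against the paper's 0.237% in Supplementary Table 1. Among the alternatives set before the data were examined, resolution 0.4 ended the difference, at 0.170%. The others did not: 20 principal components, resolution 1.2 and pairing by cell numbers alone or by named genes alone left it at 0.0568%, 30 principal components gave 0.0379%, Louvain seed 1 gave 0.0947%, the named genes left out gave 0.0757%, a mitochondrial limit of 10% gave 0.0793%, Scrublet doublets removed gave 0.0758% and CCA integration gave 10.7%.

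Clusters 2, 7, 9 and 12 held 2.77% of the P1 cells, against the paper's 10.9%. At resolution 0.4 (9.52%, 9.01 to 10.04) and with Scrublet doublets removed (14.6%, 13.95 to 15.2), both set before the data were examined, the shares came within 1.5 times the paper's and so ended the difference, one below and the other above it, with intervals that leave it out. The difference stayed with 20 principal components (0.0939%), 30 principal components (0.266%), resolution 1.2 (2.55%), Louvain seed 1 (2.21%), CCA integration (23.9%), the named genes left out (3.79%), a mitochondrial limit of 10% (0.570%) and pairing by named genes alone (2.77%). Pairing by cell numbers alone gave 1.57% for clusters 7 and 9 only, since clusters 2 and 12 had no partner, and so does not decide.

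Cluster 18 held 2.25% of the P1 cells, against the paper's 3.90%. Of the alternatives set before the data were examined, 20 principal components (2.93%, 2.64 to 3.23) and resolution 0.4 (3.01%, 2.72 to 3.32) came within 1.5 times the paper's value and so ended the difference, though both intervals lie below it. With 30 principal components, resolution 1.2, Louvain seed 1, Scrublet doublets removed and pairing by cell numbers alone it stayed at 2.25%, with the named genes left out at 2.26% and after CCA integration at 2.24%. A mitochondrial limit of 10% gave no value.

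Cluster 18 held 0 P7 cells, against the paper's 0.0650% of the P7 cells. CCA integration, set before the data were examined, ended the difference at 0.0556%. With 20 principal components it was 0.199% and at resolution 0.4 0.278%, and the other alternatives with a value left it at 0.

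Cluster 0 held 6.43% of the P7 cells, against the paper's 3.79%. Of the alternatives set before the data were examined, Scrublet doublets removed ended the difference, at 4.44% (4.07 to 4.83). It stayed with 20 principal components (0.175%), 30 principal components (0.254%), resolution 0.4 (7.98%), resolution 1.2 (9.12%), Louvain seed 1 (6.35%), CCA integration (16.6%), the named genes left out (6.29%), a mitochondrial limit of 10% (8.12%) and pairing by cell numbers alone (6.43%).

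Cluster 3 held 1.36% of the P7 cells, against the paper's 4.33%. No alternative set before the data were examined ended the difference: the shares ran from 0.0318% with 20 principal components to 2.02% at resolution 0.4, and CCA integration gave no value. It held 0 P14 cells, against the paper's 0.158% of the P14 cells. Resolution 0.4 ended this difference, at 0.114%, CCA integration gave no value, and the others did not end it: Louvain seed 1 gave 0.0379%, Scrublet doublets removed 0.0379%, a mitochondrial limit of 10% gave 0.0198% and the rest 0.

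Clusters 2 and 9 held 1.197% of the P1 cells, against the paper's 9.85%. Of the alternatives set before the data were examined, resolution 0.4 (8.06%), CCA integration (10.3%) and Scrublet doublets removed (13.0%) ended the difference. It stayed with 20 principal components (0.0235%), 30 principal components (0.188%), resolution 1.2 (1.299%), Louvain seed 1 (1.03%), the named genes left out (2.04%) and a mitochondrial limit of 10% (0.175%). Pairing by cell numbers alone found a partner for cluster 9 only, at 1.21%, and so gave no value for both clusters.

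Cluster 7 held 0.360% of the P1 cells, against the paper's 0.203%. Of the alternatives set before the data were examined, resolution 0.4 (0.274%) and a mitochondrial limit of 10% (0.184%) ended the difference. It stayed with 20 principal components (0.0235%), 30 principal components (0.00783%), resolution 1.2 (0.360%), Louvain seed 1 (0.305%), CCA integration (5.91%), the named genes left out (0.516%), Scrublet doublets removed (0.485%) and pairing by cell numbers alone (0.360%).

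Cluster 12 held 1.21% of the P1 cells, against the paper's 0.803%. Of the alternatives set before the data were examined, resolution 0.4 (1.18%), resolution 1.2 (0.892%), Louvain seed 1 (0.869%) and Scrublet doublets removed (1.07%) ended the difference. It stayed with 20 principal components (0.0470%), 30 principal components (0.0704%), CCA integration (7.69%), the named genes left out (1.23%) and a mitochondrial limit of 10% (0.212%), and pairing by cell numbers alone gave no value.

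Cluster 16 held 0.650% of the P1 cells and 0.699% of the P7 cells, against the paper's 1.41% and 1.31%. Of the alternatives set before the data were examined, resolution 0.4 (1.49% and 1.41%), Louvain seed 1 (1.42% and 1.41%), CCA integration (1.299% and 1.399%) and the named genes left out (1.48% and 1.39%) ended both differences. A mitochondrial limit of 10% ended that at P1 (1.52%) and not that at P7 (0.837%). Both stayed with 20 principal components (0.415% and 0.119%), 30 principal components (0.587% and 0.676%), resolution 1.2 (0.650% and 0.684%), Scrublet doublets removed (0.485% and 0.440%) and pairing by cell numbers alone (0.650% and 0.699%).

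Cluster 22 held 0.246% of the P14 cells, against the paper's 0.691%. No alternative set before the data were examined ended the difference. CCA integration gave 0.436%, a mitochondrial limit of 10% gave 0.198%, pairing by cell numbers alone 0.0757%, and resolution 1.2, Louvain seed 1, the named genes left out and Scrublet doublets removed left it at 0.246%. Both other numbers of principal components and resolution 0.4 gave no value.

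The paper describes a gradual decrease from P1 to P14 in each of clusters 0, 3, 4 and 6. The shares fell from P1 to P7 in clusters 0, 3 and 6, and in cluster 4 it was 7.93% at P1 and 7.65% at P7, within counting error. At P14 cluster 4 held 0.0379% of the cells, so it did fall by P14, and only the step from P1 to P7 differs. The paper describes Dbi, Slc1a3 and Ccn3 as consistently expressed in clusters 0, 3, 4 and 6. All were found in these clusters, so a difference remains only if consistent expression means like levels. The levels of Slc1a3 also differed among them, as given in the Results. Dbi was at 315 to 581 CPM in clusters 0, 3, 4 and 6 and at 7532 CPM in cluster 8. Ccn3 was at 335 CPM in cluster 3 and at 2355 to 7934 CPM in clusters 0, 4 and 6.

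The paper describes Atp2a3 as specific to clusters 11, 20 and 26. It was at 51.1 CPM in clusters 11 and 20 and 42.9 CPM in cluster 26, and at 105 CPM in cluster 24. At resolution 1.2, cluster 11 was above cluster 24 with 132 CPM, and cluster 20 was at 9.90 CPM. The paper describes Cib2 as specific to clusters 18 and 19 and higher in cluster 18. Cib2 was at 137 CPM in cluster 18 and 134 CPM in cluster 19, within counting error, and at 2486 CPM in the cluster of 21 P1 cells.

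Of the 6 genes for which the paper gives a direction along the order of clusters 11, 20 and 26, all 6 went the other way from the P1 root: rho was 0.565 for Cst3 and 0.550 for Slco1a4, and -0.575 for AY172581.3, -0.611 for LOC100364435, -0.539 for Mt-nd2 and -0.619 for Rps2. With the root at P14, an alternative set before the data were examined that runs the order backward, the signs turned, to -0.548, -0.501, 0.508, 0.373, 0.538 and 0.476 in the same order. They then go the way the paper gives, but this follows from the turn of the order and does not resolve the difference.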

Other observations

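Of the tests in these paragraphs, the one on CCA integration and the one on Cib2 in cluster 18 were chosen only after the results were seen.

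Cells of the P14 library were nearly absent from the 8 GER clusters, at 0.0757%. The tables argue against the lower depth of P14 as the cause: with P1 and P7 cells thinned to medians of 1617 and 1609 UMIs, against 1614 at P14, clusters made mostly of GER cells held 66.3% of the P1 cells, 55.8% of the P7 cells and 0.776% (0.558 to 1.05) of the P14 cells. A difference between libraries that integration removes cannot be told apart from a difference between stages, since each stage is 1 library. After CCA integration such clusters held 18.0% of the P14 cells, 948 cells, whose Otor level was 1595 CPM, against 9283 CPM in the P1 and P7 cells of the GER clusters and 129 CPM in the other P14 cells. Loss of these cells by P14 stays open as an untested biological explanation.

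The rise of clusters 2, 7, 9 and 12 from P1 to P7 may come from cell division within them. Cells with proliferation genes made up 0.146% of their P7 cells, against 0.0960% in clusters 0, 3, 4 and 6 at P7. Neither value decides, because dividing cells were drawn into clusters 10 and 14 by the same genes. Division also cannot be told apart from growth of clusters 2, 7, 9 and 12 by other cells. That clusters 10 and 14 hold dividing cells of clusters 2, 7, 9 and 12 was not tested.

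The tables argue against hair cells within cluster 18 as the source of its Cib2. With the levels of the cluster of 21 P1 cells, the Cib2 of cluster 18 above that of all other cells would need at least 3.74% of its UMIs from such cells, and this share would bring Otof to 31.2 CPM, Myo6 to 73.5 CPM, Pou4f3 to 11.2 CPM and Atoh1 to 5.35 CPM. They were at 0.327, 36.75, 0.653 and 0 CPM. Over 11 hair cell markers the level was a median of 0.0585 of the one this share would bring, and 7 lay below it beyond their intervals, while Pvalb (1731 CPM) and Espn (101 CPM) lay above it. A test set beforehand, on cells of cluster 18 with and without a Cib2 UMI, is void because Pvalb is in its list and high in the whole cluster. Where else the Cib2 comes from, and a difference between stages, were not tested.

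In the clusters paired with 0, 3, 4, 6, 2 and 9, 7 and 12, the 12 cochlear epithelium markers summed to 45.2, 52.6, 45.0, 36.2, 89.1, 61.0 and 86.4 CPM, against a median of 69.3 CPM over the 29 clusters. The cochlear mesenchyme markers, which include Otor and Coch, summed to 16913, 3856, 10233, 8929.8, 7756, 3531 and 24297 CPM, against a median of 1865 CPM. The paper picks Otor as a GER gene from these libraries, and no explanation was tested for these levels.

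The other marker lists were highest as follows. Fibroblast markers summed to 14252 CPM in cluster 5 and 14059 CPM in cluster 7, and osteoblast markers to 7697 CPM in cluster 5. Cartilage markers reached 1837 CPM in cluster 12 and melanocyte markers 302 CPM in cluster 19. Neutrophil markers summed to 7275 CPM in cluster 16, and T and NK cell markers to 230.3 CPM in cluster 24. Macrophage markers reached 18435 CPM in a cluster of 200 cells without a counterpart in the paper, and erythroid markers 20781 CPM in another of 373 cells. Cochlear mesenchyme markers were highest, at 268250 CPM, in the cluster of 26 P14 cells led by Otos.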
